# Downregulation of TAB182 promotes cancer stem-like cell properties and therapeutic resistance in triple-negative breast cancer cells

**DOI:** 10.1186/s12885-023-11552-4

**Published:** 2023-11-13

**Authors:** Huan He, Shaozheng Wang, Wen Zhang, Shanshan Gao, Hua Guan, Pingkun Zhou

**Keywords:** TAB182, Cancer stem cells, Cancer stemness property, Therapeutic resistance, Triple-negative breast cancer

## Abstract

TAB182 participates in DNA damage repair and radio-/chemosensitivity regulation in various tumors, but its role in tumorigenesis and therapeutic resistance in breast cancer remains unclear. In the current paper, we observed that triple-negative Breast Cancer (TNBC), a highly aggressive type of breast cancer, exhibits a lower expression of TAB182. TAB182 knockdown stimulates the proliferation, migration, and invasion of TNBC cells. Our study first obtained RNA-seq data to explore the cellular functions mediated by TAB182 at the genome level in TNBC cells. A transcriptome analysis and in vitro experiments enabled us to identify that TAB182 downregulation drives the enhanced properties of cancer stem-like cells (CSCs) in TNBC cells. Furthermore, TAB182 deletion contributes to the resistance of cells to olaparib or cisplatin, which can be rescued by silencing GLI2, a gene downstream of cancer stemness-related signaling pathways. Our results reveal a novel function of TAB182 as a potential negative regulator of cancer stem-like properties and drug sensitivity in TNBC cells, suggesting that TAB182 may be a tumor suppressor gene and is associated with increased therapeutic benefits for TNBC patients.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-023-11552-4.

## Introduction

Triple-negative breast cancer (TNBC), with low or negative ER, PR, or HER2 expression, is biologically heterogeneous, representing 10%-20% of all invasive breast cancers [1]. TNBC is more aggressive, has more advanced stages, and has higher rates of recurrence and metastasis than non-TNBC subtypes [1, 2]. Due to the lack of targeted agents, TNBC patient treatment is limited to cytotoxic chemotherapy [3]. However, patients with TNBCs are unlikely to achieve significant local- and disease-free survival advantages from adjuvant chemotherapy treatment in women [2, 4, 5]. The therapeutic strategy has recently changed with the advent of poly (ADP-ribose) polymerase (PARP) inhibitors (PARPis) for patients harboring BRCA mutations [1]. PARPis are thought to function by inhibiting DNA repair and replication in cancer cells deficient in BRCA1/2-dependent homologous recombination (HR) pathways through a process known as synthetic lethality [6]. Olaparib, a PARPi approved by the US Food and Drug Administration (FDA), selectively binds to and inhibits PARP. BRCA1-associated breast cancer is frequently a TNBC, but approximately 25% of TNBC patients carry a BRCA1 mutation, suggesting the limited application of PARPis [7]. Although olaparib monotherapy provides better median progression-free survival than single-agent chemotherapy, responses have not been highly durable, even in BRCA-mutant breast cancer patients [6, 8]. In addition, the development of drug resistance limits the efficacy of PARPis.

A similar situation has also been observed with among patients who received chemotherapy. Chemotherapy leads to an initial substantial response rate, followed by poor outcomes, such as frequent relapses and lower overall survival [9–11]. Cisplatin, which is a first generation platinum-based drug, is used to treat many solid tumors (e.g., lung, breast, and head and neck cancers) [12]. Platinum derivatives are alkylating agents that exert their effect by binding to DNA and inducing multiple single-strand breaks, resulting in apoptosis or other forms of cell death. Clinical trial data suggested that TNBC or other cancers patients with BRCA mutations exhibit more sensitivity to cisplatin and receive more benefits from cisplatin because of synthetic lethality [13, 14].

Therapeutic resistance is the main obstacle to TNBC patients experiencing satisfying outcomes. Moreover, the molecular mechanisms of therapeutic resistance are complex and interrelated among genomic and nongenomic factors [15–17]. Compared with ER- or HER2-positive breast cancer cells, TNBC cells display cancer stem-like cell (CSC) signatures at the functional, molecular, and transcriptional levels [18, 19]. TNBC aggressiveness has been associated, in part, with the breast cancer stem-like cells (ΒCSCs) that mediate tumor metastasis and contribute to the development of treatment resistance and recurrence. The reported molecular mechanisms underlying therapeutic resistance mediated by CSCs include the maintenance or acquisition of stemness and dormancy, increased DNA repair and drug efflux capacity, decreased apoptosis rates, and an interaction between CSCs and their supportive microenvironment, which is called the CSC niche [17, 20]. Therefore, therapies targeting CSCs are vital for achieving complete therapeutic responses and prolonging patient survival [19–21].

TAB182 was first identified as a novel 182 kDa tankyrase 1-binding protein by Seimiya H and colleagues in 2002 [22], and it was also named TNKS1BP1. TAB182 can directly bind to tankyrase 1 through its own ankyrin (ANK) domain and is identified by its RXXPDG motif [22, 23]. TAB182 is located in the nucleus and cytoplasm. Cytoplasmic TAB182 interacts with actin-capping proteins and is a negative regulator of cell motility and invasion [24]. In addition, TAB182 is a component of a larger mammalian CCR4-NOT protein complex, which can modulate helicase selective recruitment to the complex and shows the potential ability to determine the outcome of the targeted mRNA [25–27]. Additionally, several studies have reported that TAB182 participates in DNA double-strand break (DSB) repair and functions as a potential therapeutic target to increase the radio-/chemosensitivity of various tumors [28–31]. For instance, TAB182 modulates irradiation-induced DNA-PKcs phosphorylation and contributes to DNA DSB repair by regulating PARP-1/DNA-PKcs interaction [29]. However, the correlation between TAB182 and clinical outcomes is still unclear. The high expression level of TAB182 has been correlated with the poor survival outcomes of patients with lung cancer or esophageal squamous cell carcinoma (ESCC) [28, 30]. In the context of pancreatic cancer, TAB182 expression was lower in invasive regions than in normal and noninvasive regions [24]. TAB182 might be a prognostic marker and therapeutic target, but the precise roles of TAB182 in tumorigenesis have not been identified.

In this study, we selected MDA-MB-231 and BT549 cells, which are BRCA wild-type TNBC cells, to identify the functions of TAB182 in the development and progression of TNBC. We found that TAB182 expression was downregulated in TNBC cells, and TAB182 deletion increased the cell proliferation, colony formation, cell migration, and invasion, which suggested that TAB182 might act as a tumor suppressor gene in TNBC cells. Our paper first presents the gene expression profiles regulated by TAB182 in TNBC cells by RNA-seq assay. Both transcriptome analysis and in vitro experiments revealed that TAB182 plays a significant role in the development of cancer stemness in TNBC cells. Furthermore, TAB182 deletion contributes to the resistance of TNBC cells to olaparib and cisplatin by upregulating GLI2. GLI2 is a gene downstream in the Hippo signaling pathway, the most significant CSC-related pathway enriched by TAB182-regulated genes. Our results reveal a novel function of TAB182 as a prospective negative mediator of cancer stemness and resistance to olaparib or cisplatin in TNBC cells.

## Materials and methods

### Cell lines and treatments

Human breast cancer cell lines, including MCF7, ZR-75–1, MDA-MB-231, and BT549, and the human normal breast cell line MCF10A cell, were obtained from the American Type Culture Collection (ATCC). The MCF7, ZR-75–1, and MDA-MB-231 cells were cultured in DMEM (VCM5313, VIVICUMTM bioscience, Beijing, China) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin–streptomycin (P/S). The BT549 cells were cultured in RPMI-1640 complete medium (PM150110B, Procell, Wuhan, China). The MCF10A cells were cultured in a medium specific for the MCF10A cell line (CM-0525, Procell, Wuhan, China). The cell lines were tested for mycoplasma. The cells were treated with olaparib (S1060, Selleck Chemicals) or cisplatin (S1166, Selleck Chemicals).

### shRNA, siRNA, and plasmids

TAB182 shRNA and negative control (NC) shRNA were cloned into the lentivirus vector LV3 (H1/GFP&Puro) (GenePharma, Suzhou, China). TNBC cells were infected with lentivirus harboring two TAB182 shRNAs, #1 and #2, or an NC shRNA, and after infection, the cells were selected after treatment with medium containing 2 μg/ml puromycin for approximately seven days, during which time, stable TAB182 knockdown MDA-MB-231 cells were generated.

TAB182-shRNA#1, sense: 5’-UAUCCAAGCGCUCUUCCCAAACUCC-3’, anti-sense: 5’-GGAGUUUGGGAAGAGCGCUUGGAUA-3’;

TAB182-shRNA#2, sense: 5’-AAGACGAGGAGUAAUCUUCACCCUG-3’, anti-sense: 5’-CAGGGUGAAGAUUACUCCUCGUCUU-3’.

The sequences of siRNA targeting TAB182 were as follows:

sense: 5’- GCCAAGACCAGAGUAAAGUTT-3’,

anti-sense: 5’-ACUUUACUCUGGUCUUGGCTT-3’.

The siRNA sequences targeting GLI2 were as follows:

sense: 5’-GCUUCACAUGACAGAUGUUTT-3’,

anti-sense: 5’-AACAUCUCUCAUCUGAAGCGG-3’.

For siRNA transfection, GP-transfect-Mate (G04009, GenePharma) was used.

To overexpress TAB182, cells were transfected with a pcDNA3.1^+^-TAB182-expressing vector constructed by GenePharma (Suzhou, China) using GP-transfect-Mate (G04009, GenePharma).

### Cell proliferation assay

CCK-8 (CK04, Dojindo Laboratories, Japan) was used to measure cell proliferation according to the manufacturer’s instructions. Cells with or without siRNA transfection for 72 h were seeded in a 96-well plate (1500 cells/well) and cultured for 0 days, 2 days, 3 days, and 4 days. To measure cell viability after olaparib or cisplatin treatment, 2000 cells/well were seeded in a 96-well plate, and after 24 h, they were treated with olaparib or cisplatin for 0 days, 1 day, 2 days, and 3 days. Cell proliferation was measured at the indicated time points by adding 10 µl/well CCK-8 reagent 3 h to the cultures before the measurement was taken. A Tecan Sunrise absorbance microplate reader was used to measure absorbance at 450 nm.

### Colony formation assay

A colony formation assay was performed to assess the cell clonogenic ability. Cells were plated into 6-well plates at 300 cells per well. After 24 h, the cells were treated with the indicated doses of olaparib (DMSO was the control) or cisplatin (ddH_2_O was the control). After culturing for 14 days, the cell clones were fixed with 4% paraformaldehyde for 15 min, stained with 0.1% crystal violet staining solution for 0.5 h -1 h, washed with PBS and dried. Images were acquired by scanning the plates using a scanner. The colonies (consisting of more than 50 cells) were counted by visual observation. The colony formation rate (%) was calculated according to the following formula: number of colonies per well/number of cells seeded per well × 100%.

### Invasion assay

For an invasion assay, Transwell chambers (8.0 μm pore size, Costar 3422, Corning incorporated) were precoated with Matrigel (#356,234, Corning) according to the manufacturer’s protocols. Cells were cultured in serum-starved medium overnight, and then 5 × 10^4^ cells/well were seeded in the upper chamber containing 200 µl serum-free DMEM. The lower chambers were filled with 600 µl DMEM complete medium. After 24 h of incubation at 37 °C, the cancer cells that penetrated the membrane were fixed with 4% paraformaldehyde for 15 min and stained with 0.1% crystal violet staining solution for 0.5 h -1 h. The chamber was washed with PBS solution, and the upper chambers were carefully cleaned with a cotton swab. After the chamber was dried, five random fields in each chamber were observed under a microscope (at 10 × magnification), and the number of invading cells per field was counted under a microscope.

### Wound healing assay

Cells were serum-starved for 24 h, trypsinized and seeded into 6-well plates at a density of 6 × 10^5^ cells/well in serum-free medium. After 24 h, a scratch wound was introduced in the across the cell monolayer with a sterilized 200 µl pipette tip. Cells migrating into the wounded area were observed at different time points (0 and 24 h) under an inverted light microscope at a magnification of × 10. In addition, five random fields in each well were observed under a microscope. Triplicate experiments were performed. ImageJ was used to measure the scratching wounds, and the migration rate was calculated according to the following formula: (areas at 0 h—areas at 24 h)/areas at 0 h × 100%.

### Sphere formation assay

Five thousand cells were resuspended in serum-free tumorsphere medium (CCM012, StemXVivo, R&D Systems) and then seeded as single cells into each well of a Nunclon Sphera 12-well plate (Thermo Scientific, 12–566-434) with a super low cell attachment surface. After 10–12 days of incubation in a 5% CO_2_ and 37 °C incubator, five random fields in each well were viewed under a microscope. The experiments were performed in triplicate. Then, the number of mammospheres (at 10 × magnification) greater than 20 μm diameter was counted using ImagJ software, and the quantification data are shown as the number of spheres per 5000 cells.

### Soft agar colony formation assay

A soft agar colony formation assay was performed according to a previously published protocol [32]. A total of 2000 cells were obtained as a single cell in the upper layer of agar of each well in a 6-well plate, and then, the plates were plated into a 37 °C humidified cell culture incubator. Two hundred microliters of culture medium was added to each well every three days to prevent desiccation. After approximately 21 days, images were taken under a microscope at 4 × or 10 × magnification. Colonies containing more than 50 cells were counted under a microscope at 4 × magnification, and the colony formation rate (%) was calculated according to the following formula: number of colonies per well/number of cells seeded per well × 100%.

### ALDEFLUOR assay

An ALDEFLUOR kit (#01700, StemCell Technologies, Canada) was used to measure ALDH enzyme activity. Diethylaminobenzaldehyde (DEAB), a specific inhibitor of ALDH, was used as the negative control. However, the TAB182 or control shRNAs used to generate stable TAB182 knockdown cells emitted GFP fluorescence, which overlapped with and interfered with the ALDH-positive fluorescence. Therefore, we used TAB182 siRNA-transfected, or TAB182-overexpressing TNBC cells to perform this assay. TNBC cells were transfected with 100 nM TAB182 siRNA or 2 μg pcDNA3.1^+^-TAB182-expressing plasmids in one well of a 6-well plate. After 72 h, the cells were processed for ALDEFLUOR assay according to the manufacturer’s protocols and then analyzed by NovoCyte 2060R Flow Cytometer.

### Western blotting

Total protein was extracted using M-PER™ Mammalian Protein Extraction Reagent (#78,501, Thermo Scientific). Equal amounts of protein (0.2 μg-1 μg) were loaded into the separation module kit (12–230 kDa or 66–440 kDa) and analyzed using an automated Simple Western system (Protein Simple WES) based on capillary electrophoresis technology to identify and quantify the levels of TAB182 (G-5, sc-514490, Santa Cruz, 1:50), GLI2 (C-10, sc-271786, Santa Cruz, 1:20), SOX2 (D6D9, #3579 s, CST, 1:20), and Slug (ab27568, Abcam, 1:20), according to the manufacturer’s instruction (Protein Simple, USA). Anti-α tubulin antibody (6A204, sc-69969, Santa Cruz, 1:100) or an anti-GAPDH antibody (TA-08, ZSGB-BIO, 1:100) was used as the internal control. Compass software (Protein Simple) was used to present the Western immunoblots.

### Quantitative RT‒PCR (qPCR)

Following the manufacturer's procedure, total RNA was extracted using the TRIzol reagent (Invitrogen, CA, USA). One microgram of RNA was reverse transcribed using the HiScript® III RT SuperMix for qPCR (+ gDNA wiper) (R323-01) (Vazyme Biotech, San Diego, USA). qPCR was performed on diluted cDNA with Taq Pro Universal SYBR qPCR Master Mix (Q712-02) (Vazyme Biotech, San Diego, USA). GAPDH was used as a reference gene, and the 2^−ΔΔCt^ formula was used to calculate relative expression. Primer sequences are as follows:

TAB182 forward: 5’- GGCCAGTAAAGTCTCCAGCA-3’;

TAB182 reverse: 5’- GTTGAAGGCCAGGTCGGAAG-3’.

GLI2 forward: 5’-GACATGCGACACCAGGAAGGAAGGT-3’;

GLI2 reverse: 5’-GCCGGATCAAGGAGATGTCAGAGATG-3’.

ALDH1A1 forward: 5’-CCAGGGCCGTACAATACCAA-3’;

ALDH1A1 reverse: 5’- CAGTGCAGGCCCTATCTTCC-3’.

GAPDH forward: 5’-GTCTCCTCTGACTTCAACAGCG-3’;

GAPDH reverse: 5’-ACCACCCTGTTGCTGTAGCCAA-3’.

### RNA-seq

RNA-seq experiments were performed in stable TAB182 knockdown cells or control cells. Experiments were performed in triplicate for each condition. LC Sciences (Hangzhou, China) conducted library construction and sequencing. Libraries were sequenced as t paired-end, 2 × 150 bp reads on an Illumina NovaSeq™ 6000 and aligned to the UCSC (http://genome.ucsc.edu/) Homo sapiens reference genome using the HISAT package. The mapped reads of each sample were assembled using StringTie. After the final transcriptome was generated, StringTie and EdgeR were used to estimate the expression levels of all transcripts. The data presented in this publication have been deposited in the NCBI Gene Expression Omnibus (GEO) database (GSE200038).

Both |fold change (FC)|> 1.5 and *P* values < 0.05 were considered to be the threshold to indicate differentially expressed genes for further analysis. Analysis of enrichments of genes in Gene Ontology (biologic processes, cell component, and molecular function) and KEGG pathway [33] were carried out with the online tool Database for Annotation, Visualization, and Integrated Discovery (DAVID, https://david.ncifcrf.gov/). *P* < 0.05 was considered significant.

### Statistical analysis

The data shown are the means with standard deviations (SD) from three independent experiments. An unpaired two-tailed Student’s t test was performed to compare the significance of the differences between the two groups. *P* < 0.05 was considered statistically significant.

The survival analysis was generated using the KM Plotter online tool (https://kmplot.com). The hazard ratio with 95% confidence intervals and the log-rank *P* value were calculated using Cox proportional hazards regression, and the two groups were separated on the basis of the median as the cutoff. Welch's test was performed to calculate the significance of a global difference between different groups for gene expression in different tissue subtypes using bc-GenExMiner v4.9 (http://bcgenex.ico.unicancer.fr/BC-GEM/). If a significant global difference was identified (*P* < 0.05) and there were more than two groups, Dunnett-Tukey–Kramer's test was computed for each pairwise comparison.

## Results

### ΤΑΒ182 deletion promotes cell growth, colony formation, cell migration, and invasion in TNBC cells

Knowledge about the functions of TAB182 is not comprehensive, especially the functions in tumors. ΤΑΒ182 has been reported to be associated with tumor aggression and metastasis. Nevertheless, inconsistent roles in different tumors or cells, such as pancreatic cancer, lung cancer, and esophageal squamous cell carcinoma, has been reported [24, 34, 35]. In this study, we aim to explore the roles of TAB182 in TNBC cells, a highly aggressive and metastatic subtype of breast cancer with poor survival outcomes.

By performing the CCK-8 cell proliferation assay in TNBC cells, we found that TAB182 knockdown (KD) promoted the proliferation of MDA-MB-231 and BT549 cells (Fig. 1A and B). The efficiency of siRNA-mediated TAB182 KD was confirmed by Western blot analysis (Fig. 1A and B, bottom). Then, we generated the stable TAB182 KD TNBC cell lines using two independent pairs of lentiviral vectors expressing shRNA against TAB182 (named shTAB182 #1 and shTAB182 #2) or negative control shRNA (shNC) in these two TNBC cell lines (Fig. 1C). Using stable TAB182 KD cells or control cells, we performed a cell colony formation assay and found that inhibition of TAB182 significantly increased the clonogenic ability of TNBC cells (Fig. 1D). Conversely, we overexpressed TAB182 in MDA-MB-231 cells transfected with the pcDNA3.1 + TAB182 plasmid (TAB182 O. E) or empty vector (Vec) (Fig. S1A, right panel), followed by CCK-8 assay and cell colony formation assay. The results verified the inhibitory role of TAB182 in regulating cell proliferation (Fig. S1A) and cell colony formation (Fig. S1B). Additionally, the results of a cell invasion assay indicated that the deletion of TAB182 markedly increased the cell invasion rate (Fig. 1E). Furthermore, the results of the wound healing assay showed that TAB182 KD increased the migration of in MDA-MB-231 and BT549 cells (Fig. 1F). Altogether, these results suggest that TAB182 can function as a negative regulator to reduce the proliferation, colony formation, cell invasion and migration of TNBC cells.

**Fig. 1:**
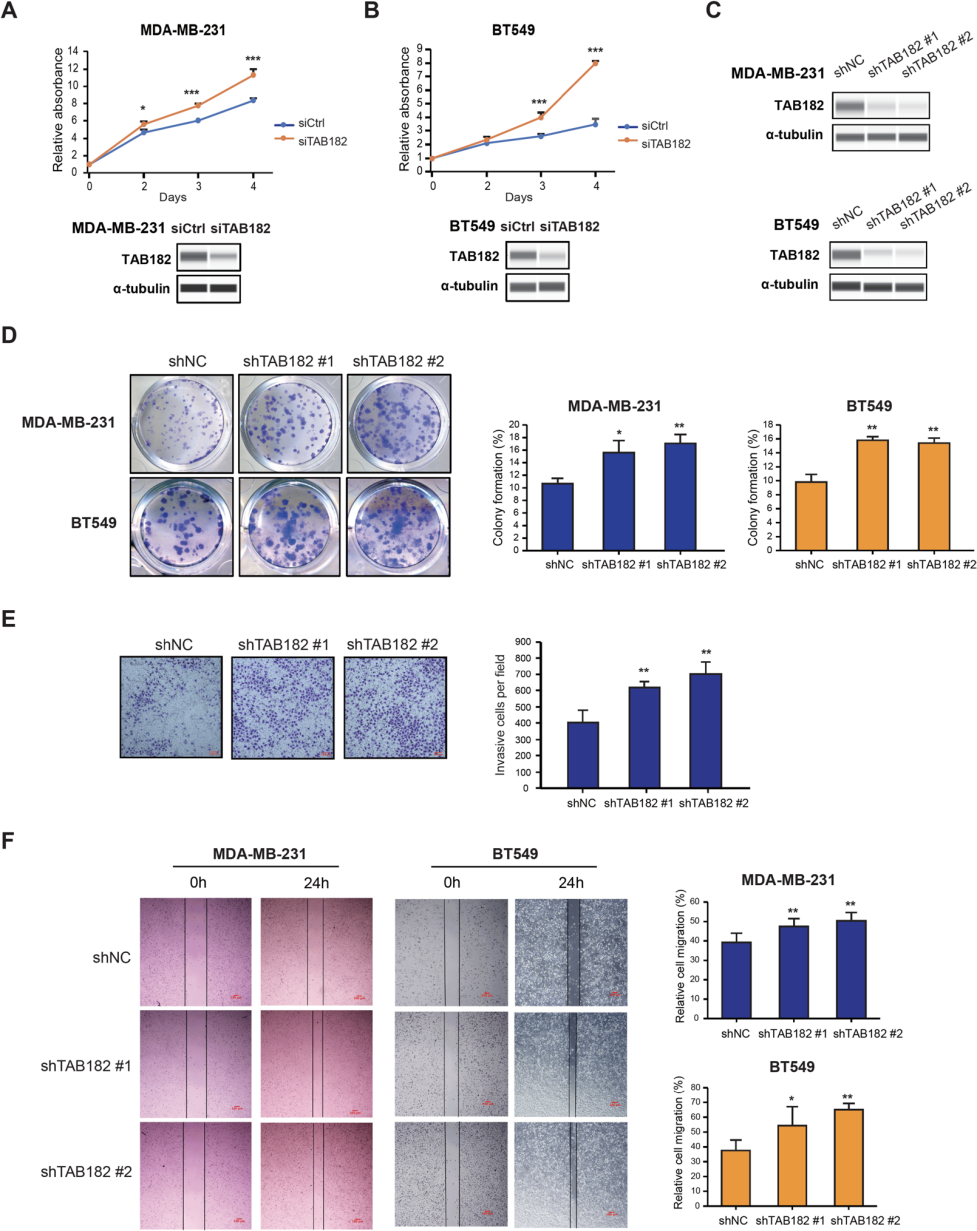
TAB182 deletion promotes cell growth, colony formation, migration, and invasion in TNBC cells. **A-B** CCK-8 cell proliferation assay was performed using TAB182 knockdown (siTAB182) or negative control (siCtrl) MDA-MB-231 cells (**A**) or BT549 cells (**B**) at the indicated time points. The knockdown of TAB182 was verified using Western blot analysis with the anti-TAB182 antibody. α-tubulin was used as the loading control. **C** Western blot analysis of TAB182 protein levels in stable TAB182 KD cells (shTAB182 #1 and shTAB182 #2) and control cells (shNC). α-tubulin was used as the loading control. **D** Cell colony formation assay revealed that TAB182 KD increased the colony formation ability compared with shNC cells, which was measured after seven days of incubation. The percentages of colony formation are presented in the right panel of D. **E** As determined with a Transwell assay, TAB182 depletion significantly promoted the invasion ability of MDA-MB-231 cells compared with shNC cells. Scale bar: 100 μm. Quantification data are presented as bar plots in the right panel of E. **F** The migratory ability of shTAB182 #1, shTAB182 #2, and shNC cells was measured by wound healing assay at 0 h and 24 h. Representative photos (10 × magnification, scale bar: 100 μm) and the relative cell migration percentages are presented as bar plots in the right panel of F. ^*^ *P* < 0.05, ^**^ *P* < 0.001 by Student’s t test. Error bars represent SD (*n* = 3)

### TAB182 expression is downregulated in TNBC cells

As limited studies on the role of TAB182 in breast cancer have been reported, we used the online public gene expression database to analyze the correlation between TAB182 expression and the survival outcomes of breast cancer patients. By analyzing the database (kmplot.com), elevated TAB182 gene expression was shown to be significantly associated with a higher possibility of overall survival (OS) (HR = 0.63, log-rank *P* value = 5.7e-05) or relapse-free survival (RFS) (HR = 0.81, log-rank *P* value = 0.0058) among breast cancer patients (Fig. 2A and B). Therefore, low expression levels of TAB182 may be associated with poor survival outcomes. Furthermore, using Breast Cancer Gene-Expression Miner v4.9 (http://bcgenex.ico.unicancer.fr/BC-GEM/), we observed that the mRNA expression level of TAB182 was lower in breast cancer samples than in healthy (*P* < 0.0001) or tumor-adjacent samples (*P* < 0.01) (Fig. 2C). Among breast cancer patients, TNBC patients had a lower expression level of TAB182 than non-TNBC patients (*P* < 0.0001) (Fig. 2D). We measured the protein or mRNA expression levels of TAB182 in various breast cell lines, including one human normal breast cell line (MCF10A) and breast cancer cell lines, TNBC cell lines (MDA-MB-231 and BT549), and non-TNBC cell lines (MCF7 and ZR-75–1). In addition, lower TAB182 expression was measured in TNBC cells, a finding that was confirmed, at both protein or mRNA levels compared with normal breast cells or non-TNBC cell lines (Fig. 2E and F). This finding indicates that the expression level of TAB182 is relatively low in highly aggressive and metastatic subtypes of breast cancer cells such as TNBC.

**Fig. 2:**
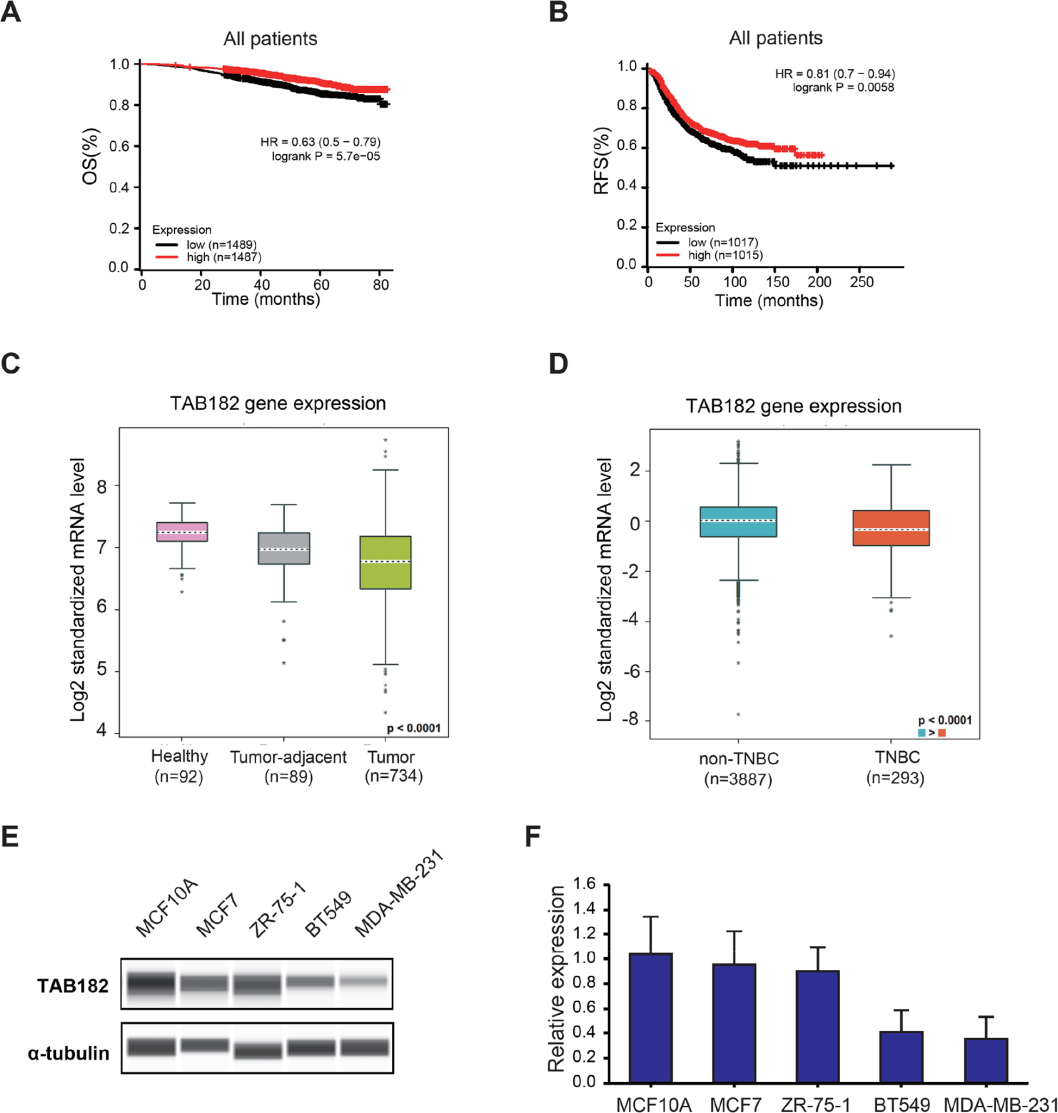
TAB182 expression is downregulated in TNBC cells. **A-B** Kaplan‒Meier plots showing the probability of overall survival (OS) (**A**) and relapse-free survival (RFS) (**B**) in all breast cancer patients, who were stratified on the basis of the median TAB182 (224792_at) gene expression level. **C-D** TAB182 mRNA levels among healthy, tumor-adjacent, and tumor samples (**C**). TNBC samples express lower mRNA levels of TAB182 than non-TNBC samples **D**. Analysis was performed using the TCGA RNA-seq databases from bc-GenExMiner v4.9. The *P* value shown in the figure indicates a significant global difference among three groups (**C**) or two groups (**D**). For each pairwise comparison (**C**), tumor-adjacent vs. healthy, *P* < 0.0001; tumor vs. healthy, *P* < 0.0001; tumor vs. tumor-adjacent, *P* < 0.01. **E** Western blot analysis results revealed TAB182 protein levels in a normal breast cell line (MCF10A), non-TNBC cell lines (MCF7 and ZR-751), and TNBC cell lines (BT549 and MDA-MB-231). **F** RT‒qPCR was used to determine TAB182 mRNA levels in the same cell lines shown in E. mRNA levels are relative to the mRNA expression of TAB182 in MCF10A cells. The data are shown as the means with SD (*n* = 3)

### Identification of gene expression profiles regulated by TAB182 in TNBC cells

To explore and characterize the functions of TAB182 in TNBC cells at the genome level, we performed RNA-seq analysis in one stable TAB182 KD and control MDA-MB-231 cell line. 

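RNA-seq data were collected from 3 shNC and 3 shTAB182 samples of MDA-MB-231, an established TNBC cell line. The sample labels number the shRNA of the KD line 2, so 1 shRNA represents the knockdown. Poly(A) RNA was sequenced as paired-end reads, and the authors aligned the reads with HISAT and estimated the expression of each gene with StringTie. Their table lists 58825 genes by Ensembl identifier, each with a whole-number count and an FPKM value per sample, and the counts are not scaled between samples. The ratio of count to FPKM is fixed between samples, as when counts are derived from the coverage that StringTie estimates, and a read pair may count as 2. The total count was 59375824, 64716733 and 50047380 in shNC replicates 1 to 3, and 67362422, 68232895 and 68677361 in shTAB182 replicates 1 to 3. Genes with enough counts for a test (17978, by the filterByExpr rule of edgeR) were compared with edgeR's quasi-likelihood test after TMM normalization, with no covariate besides the group. P values were adjusted over these genes by the Benjamini-Hochberg method, and expression is given in CPM, the count scaled to the TMM-normalized library size. A count of 3, taken as the floor of detection, corresponds to 0.0433 to 0.0595 CPM. TNKS1BP1 (ENSG00000149115), the gene that encodes TAB182, lies on chromosome 11 of GRCh38 from 57299638 to 57324952. Its expression was 77.7 ± 9.65 CPM (SD, n = 3) in shNC cells and 50.3 ± 3.51 CPM (SD, n = 3) in shTAB182 cells, a fold change of 0.648. The log2 fold change was -0.63 (standard error 0.11, adjusted p = 0.0493 from edgeR's quasi-likelihood test). Every shTAB182 sample was lower than every shNC sample (exact two-sided permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). A correction of each sample for GC content and gene length, with or without a block for the replicate number, moved the log2 fold change most, to -0.77 (adjusted p = 0.179 and 0.0348, edgeR), and the adjusted p ranged from 2.45e-04 to 0.179 over the alternatives. With each sample left out in turn, the adjusted p lay between 0.0834 and 0.163 (edgeR).

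**Figure D1:**
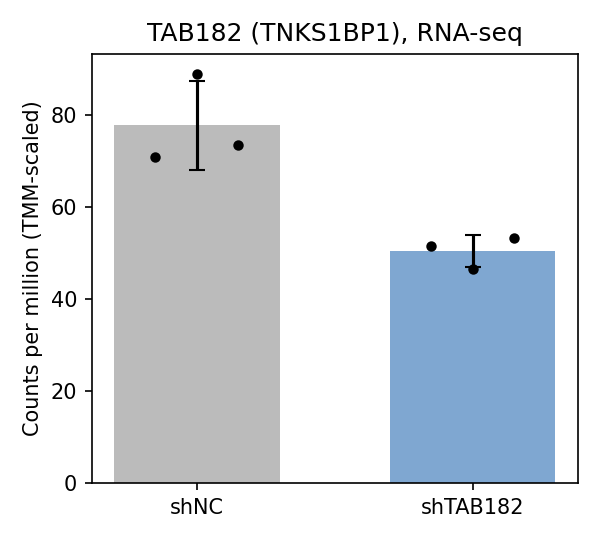
Expression of TNKS1BP1 in CPM (vertical axis) in each shNC and shTAB182 sample (points), with the mean (bars) and the SD (error bars). The 3 shTAB182 samples lie between 46.4 and 53.1 CPM and the 3 shNC samples between 70.8 and 88.7 CPM.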

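With a fold change above 1.5 in either direction and an unadjusted P under 0.05, 1341 genes differed between shTAB182 and shNC cells, of which 763 were higher and 578 were lower in shTAB182 cells. The unadjusted P alone was under 0.05 for 3622 genes. An adjusted p under 0.05, with no threshold on the fold change, was reached by 303 genes, 189 of them higher and 114 lower. Counts at the fold change and P thresholds moved most with limma on log2 of FPKM plus 1 for genes with a mean FPKM above 1, a setting chosen after seeing the data, which gave 304 genes, 138 higher and 166 lower. With each sample left out in turn, between 1235 and 1490 genes passed both thresholds, and between 8 and 23 genes had an adjusted p under 0.05.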

In a comparison of the transcriptome profiles, a total of 1091 genes were significantly regulated by TAB182 KD (|fold change|> 1.5, *P* < 0.05), among which 527 genes were upregulated and 564 genes were downregulated (Fig. 3A).

**Fig. 3:**
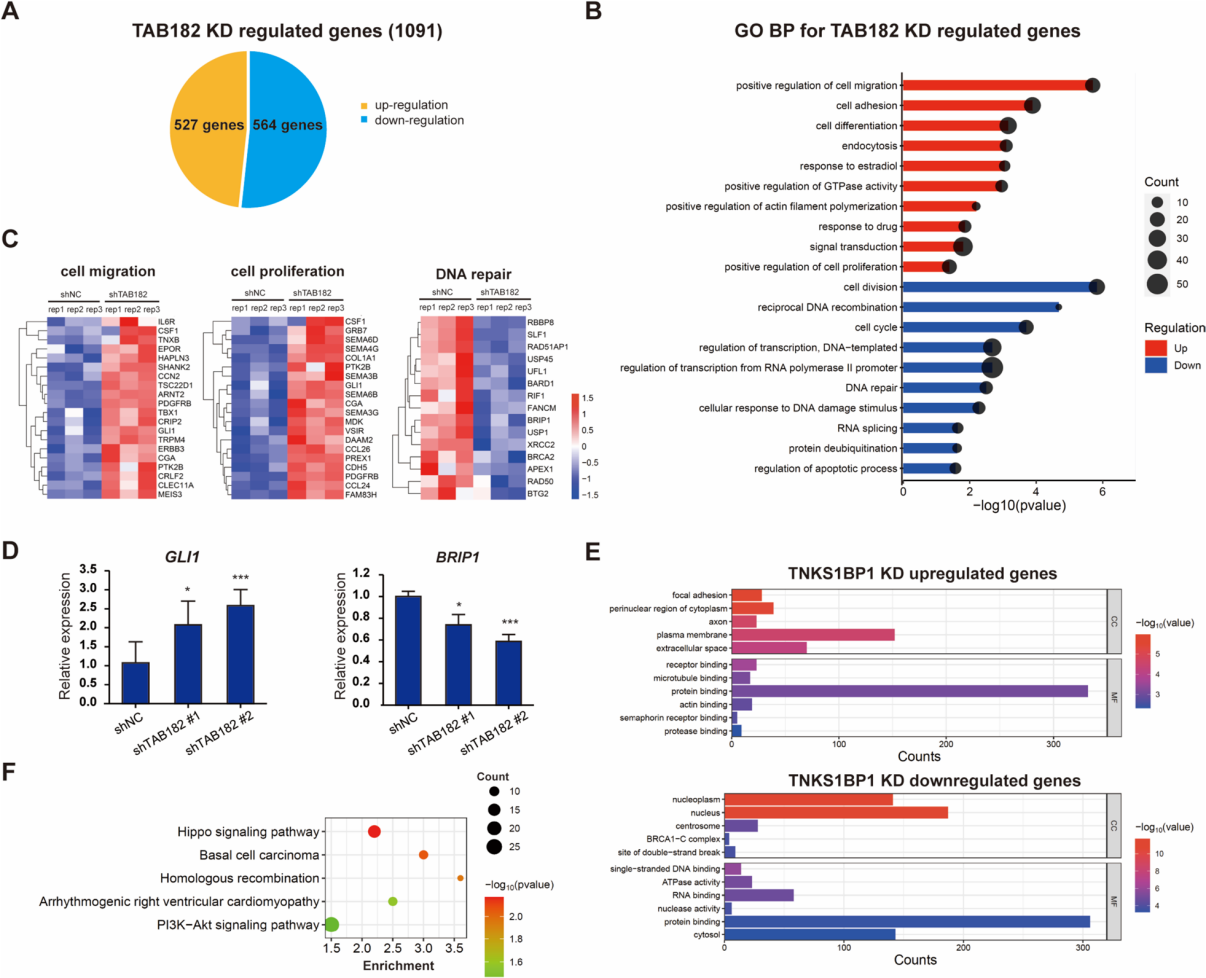
TAB182 regulated global gene expression in TNBC cells. **A** The pie chart presents the numbers of TAB182 KD-regulated genes (|Fold change|> 1.5, *P* < 0.05). **B** DAVID functional annotation shows the top 10 significant gene ontology biological processes (GO BP) for genes that were highly upregulated (upper) and downregulated (down) after TAB182 knockdown in MDA-MB-231 cells. *P* < 0.05. **C** Heatmaps showing the expression of TAB182 deletion-regulated genes enriched in three BP terms, including cell migration, cell proliferation, and DNA repair. The data are presented as transformed FPKM values of shTAB182 vs. shNC experiments. **D** A RT‒qPCR analysis confirmed the changes in gene expression identified by RNA-seq assay after TAB182 deletion. The data are shown as the means with SD relative to the control (shNC) from three independent experiments. ^*^ *P* < 0.05, ^***^ *P* < 0.001 by Student’s t test. **E** GO analysis of cell component (CC) and molecular function (MF) of the genes upregulated and downregulated after TAB182 deletion, respectively. **F** KEGG pathway analysis [33] revealed the signaling pathways significant enriched by TAB182 KD-regulated genes in MDA-MB-231 cells

In agreement with the increased cell proliferation and cell migration observed in TAB182 KD cells, Gene Ontology (GO) analysis of TAB182 KD upregulated genes showed that genes related to cell proliferation and migration were highly enriched (Fig. 3B, upper). In addition, the genes downregulated by TAB182 KD were involved in DNA damage and repair-related biological processes, such as DNA repair, cell cycle, and cellular response to DNA damage (Fig. 3B, bottom), consistent with the known functions of TAB182. 

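GO terms were taken from the annotation in the authors' table, and each term was tested among the upregulated genes with a one-sided Fisher's exact test. The background was the 13123 tested genes with a GO term, of which 618 were upregulated, and 5948 terms held at least 5 of these genes. Positive regulation of cell migration covered 19 upregulated genes where 8.52 were expected by chance (exact p = 8.95e-04, adjusted p = 0.129). For positive regulation of cell proliferation, 20 upregulated genes stood against 17.9 expected (exact p = 0.336, adjusted p = 1), and p ranged from 0.0743 to 0.748 over the alternatives. The cell migration term moved most with limma on log2 of FPKM plus 1, where its p was 0.219, while with plus 0.01 its p was 0.0163. Without shTAB182 replicate 1, its p was 2.48e-05 (adjusted p = 0.00829). With each of the other samples left out in turn, its adjusted p was 0.0679 or more. Of the 10 terms drawn for upregulated genes in Fig. 3B, 7 had an unadjusted p under 0.05, and cell adhesion had an adjusted p under 0.05 (adjusted p = 0.0135). The adjusted p of cell adhesion was 0.0827 without shNC replicate 1 and 0.0606 without shNC replicate 2, and under 0.05 without each other sample. It was 0.799 with limma on log2 of FPKM plus 1, but 0.00212 with plus 0.01 and 7.19e-04 with plus 0.1. It was 0.153 with a minimum mean FPKM of 1 and 0.0768 with no filter on low counts. After the correction for GC content and gene length it was 0.0301, and 0.162 with the replicate block added.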

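Of the downregulated genes, 431 carried a GO term. DNA repair covered 27 of them where 12.0 were expected by chance (one-sided Fisher's exact test, p = 7.62e-05, adjusted p = 0.102), the fourth smallest p among all GO terms tested for downregulated genes. Cellular response to DNA damage stimulus covered 28 genes against 15.8 expected (exact p = 0.00238, adjusted p = 0.689), and cell cycle covered 29 against 19.7 (exact p = 0.0247, adjusted p = 1). The adjusted p of DNA repair was 0.00312 without shNC replicate 2 and 0.0339 without shNC replicate 1. With each of the other samples left out in turn, it was 0.0972 or more. It was 0.0335 with median centring and 0.0485 with no filter on low counts. Without shTAB182 replicate 3, the p of cell cycle was 0.234. After GC content and gene length were corrected for in each sample, the unadjusted p was 0.0632 for DNA repair, 0.372 for cellular response to DNA damage stimulus and 0.572 for cell cycle. With none of these changes, 9 of the 10 terms of Fig. 3B for downregulated genes could be tested. Of these, 5 had an unadjusted p under 0.05 and none had an adjusted p under 0.05.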

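Each of the 20 genes listed for cell migration in Fig. 3C was higher in shTAB182 cells, with log2 fold changes from 0.64 to 2.59. The 20 genes listed for cell proliferation were also all higher, from 0.59 to 2.15 on the log2 scale, and 5 genes (GLI1, PDGFRB, PTK2B, CGA and CSF1) stand in both lists. All 15 DNA repair genes were lower, with log2 fold changes from -1.12 to -0.67. Every gene of the 3 lists passed the fold change and unadjusted P thresholds. An adjusted p under 0.05 over all genes was reached by 6 of the migration genes, 5 of the proliferation genes and 4 of the DNA repair genes. When adjusted over the list alone, all 20, 20 and 15 genes had a p under 0.05, which is not independent evidence because the lists were drawn from these samples. With the correction for GC content and gene length, 7 of the 15 DNA repair genes passed the thresholds, and all 15 stayed lower. GLI1 (ENSG00000111087), on chromosome 12 of GRCh38 from 57459785 to 57472268, was expressed at 0.654 ± 0.348 CPM (SD, n = 3) in shNC cells and at 1.56 ± 0.0591 CPM (SD, n = 3) in shTAB182 cells, a log2 fold change of 1.25 (standard error 0.39, adjusted p = 0.141, edgeR). BRIP1 (ENSG00000136492), on chromosome 17 from 61681266 to 61863521, had 28.1 ± 1.81 CPM (SD, n = 3) in shNC cells and 17.7 ± 2.80 CPM (SD, n = 3) in shTAB182 cells. Its log2 fold change was -0.67 (standard error 0.14, adjusted p = 0.0629, edgeR). For both genes, the shNC and shTAB182 values did not overlap, which happens for 10% of genes by chance with 3 samples against 3.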

The expression levels of genes involved in cell migration, cell proliferation, and DNA repair are shown in the heatmaps in Fig. 3C. The influence of TAB182 KD on the mRNA levels of selected regulated genes (*GLI1* and *BRIP1*) was confirmed by quantitative RT‒PCR (Fig. 3D). *GLI1* contributes to both cell migration and cell proliferation processes, and *BRIP1* contributes to DNA repair (Fig. 3D). Regarding GO cellular components (CC) (Fig. 3E), the TAB182 KD upregulated genes were enriched in focal adhesion, perinuclear region of cytoplasm, axon, plasma membrane, and extracellular space. 

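Among cellular components, plasma membrane covered 211 upregulated genes where 131 were expected (one-sided Fisher's exact test, adjusted p = 9.74e-11). Extracellular space covered 81 genes against 35.8 (adjusted p = 4.53e-09) and axon 31 against 12.6 (adjusted p = 0.00190). Perinuclear region of cytoplasm covered 43 genes against 26.9 (exact p = 0.00157, adjusted p = 0.161) and focal adhesion 28 against 17.7 (exact p = 0.0109, adjusted p = 0.422). After the correction for GC content and gene length, the adjusted p was 2.03e-06 for plasma membrane, 6.80e-06 for extracellular space and 0.117 for axon, and the unadjusted p of focal adhesion was 0.249. With limma on log2 of FPKM plus 1, plasma membrane covered 30 upregulated genes (exact p = 0.0514, adjusted p = 1) and axon 4 (exact p = 0.177, adjusted p = 1), and with a minimum mean FPKM of 1 the adjusted p was 0.0554 for plasma membrane and 0.235 for axon. With limma on log2 of FPKM plus 0.01, the adjusted p was 0.00299 for plasma membrane and 0.00212 for axon. Extracellular space had an adjusted p of 0.0614 with calls at an adjusted p and of 0.135 against all annotated genes. Without shNC replicate 2, the adjusted p of axon was 0.127 and the unadjusted p of focal adhesion 0.0541.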

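For downregulated genes, the term nucleus covered 207 genes where 173.7 were expected (one-sided Fisher's exact test, p = 5.68e-04, adjusted p = 0.342). Nucleoplasm covered 113 against 95.7 (exact p = 0.0252, adjusted p = 1), centrosome 27 against 14.9 (exact p = 0.00210, adjusted p = 0.689) and site of double-strand break 8 against 1.90 (exact p = 5.76e-04, adjusted p = 0.342). BRCA1-C complex was not tested here. With GC content and gene length corrected for, the p rose to 0.286 for nucleus, 0.899 for nucleoplasm, 0.0781 for centrosome and 0.368 for site of double-strand break. Leaving out shTAB182 replicate 3 gave 0.148 for nucleus and 0.774 for nucleoplasm, and leaving out shNC replicate 3 gave 0.132 for nucleoplasm. The adjusted p of centrosome was 0.0273 without shNC replicate 3 and 0.0231 without shTAB182 replicate 2. With each of the other samples left out in turn, it was 0.161 or more.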

The changes in CC in the nucleoplasm, nucleus, centrosome, BRCA1-C complex, and site of double-strand break were observed in TAB182 KD downregulated genes. The GO molecular function (MF) terms indicated that TAB182 KD upregulated genes are closely related to receptor binding, microtubule binding, protein binding, etc. 

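Receptor binding covered 32 upregulated genes where 11.9 were expected (one-sided Fisher's exact test, adjusted p = 3.05e-04), and microtubule binding covered 16 against 9.09 (exact p = 0.0201, adjusted p = 0.542). Protein binding covered 369 upregulated genes against 400.2 expected (exact p = 0.997). The adjusted p of receptor binding was 0.236 after the correction for GC content and gene length and 0.215 without shNC replicate 1. The p of microtubule binding was 0.0787 without shNC replicate 1, 0.0803 without shTAB182 replicate 2 and 0.0611 after that correction.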

(Fig. 3E). 

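Single-stranded DNA binding covered 11 downregulated genes where 3.09 were expected (one-sided Fisher's exact test, p = 2.51e-04, adjusted p = 0.186). RNA binding covered 56 genes against 45.9 (exact p = 0.0662, adjusted p = 1) and ATPase activity 8 against 6.37 (exact p = 0.306, adjusted p = 1). Without shNC replicate 1, the exact p of RNA binding was 0.0244, and over all alternatives it ranged from 1.18e-05 to 0.709. For single-stranded DNA binding, the p was 0.345 after the correction for GC content and gene length and 0.162 without shTAB182 replicate 3.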

The downregulated genes were closely associated with single-stranded DNA binding, ATPase activity, RNA binding, etc. (Fig. 3E). 

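KEGG pathways were taken from the authors' table and tested among up- and downregulated genes together, 420 of the 5306 tested genes with a pathway, over 318 pathways of at least 5 such genes. Basal cell carcinoma had the smallest p, with 11 regulated genes where 3.72 were expected (one-sided Fisher's exact test, p = 8.56e-04, adjusted p = 0.202). Arrhythmogenic right ventricular cardiomyopathy covered 9 genes against 3.48 (exact p = 0.00654), homologous recombination 8 against 3.17 (exact p = 0.0116) and PI3K-Akt signaling 30 against 19.9 (exact p = 0.0147). The Hippo signaling pathway covered 13 regulated genes against 9.97 expected (exact p = 0.195). No pathway had an adjusted p under 0.05, and 14 had an unadjusted p under 0.05. Leaving out shNC replicate 3 gave a p of 0.0592 for basal cell carcinoma and 0.0641 for homologous recombination, and leaving out shTAB182 replicate 1 gave 0.0713 for basal cell carcinoma. Homologous recombination had a p of 0.342 without shTAB182 replicate 3 and of 0.429 after the correction for GC content and gene length, which gave 0.118 for arrhythmogenic right ventricular cardiomyopathy. The PI3K-Akt pathway had a p of 0.0724 to 0.270 in 5 of the 6 fits that each left out one sample, the exception being the one without shTAB182 replicate 3. After the correction for GC content and gene length, the exact p was 0.00388 for PI3K-Akt signaling and 0.00153 for basal cell carcinoma.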

We then conducted a KEGG analysis (Fig. 3F), which revealed that the Hippo signaling pathway, basal cell carcinoma, homologous recombination, arrhythmogenic right ventricular cardiomyopathy, and PI3K-Akt signaling pathway were the predicted significantly enriched signaling pathways in TAB182 KD cells, consistent with the results of GO analysis.

### TAB182 overexpression increases olaparib or cisplatin sensitivity

It has been reported that TAB182 contributed to irradiation-induced DNA damage repair, and TAB182 upregulation was related to lung cancer cell resistance to irradiation or chemotherapy [28]. Our RNA-seq data indicated that the expression of the genes enriched in the DNA damage repair process was significantly inhibited by TAB182 deletion, which suggests that TAB182 KD may regulate the cell response to DNA-damaging anticancer drugs via synthetic lethality in TNBC cells. 

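A list of 39 homologous recombination genes that was not drawn from these samples had a median log2 fold change of -0.21, with 30 genes lower and 9 higher in shTAB182 cells. Against all other tested genes, the shift had an adjusted p of 5.41e-05 over 7 such lists (camera, with a preset correlation between genes of 0.01). With fry the adjusted p was 0.0140, and with a correlation estimated from the data it was 0.277. After the correction for GC content and gene length, the median was also -0.21, and without shTAB182 replicate 3 it was -0.15. In this list, 7 genes passed the fold change and unadjusted P thresholds, all of them lower, and 7 had a p under 0.05 when adjusted over the list alone. The 3 genes with an adjusted p under 0.05 over all genes were NBN, with a log2 fold change of -0.90 (standard error 0.13), RBBP8 with -0.70 (standard error 0.10) and TOPBP1 with -0.54 (standard error 0.10). From the lower expression of genes in the DNA damage repair process, the paper proposes that TAB182 KD may regulate the response of TNBC cells to DNA-damaging drugs through synthetic lethality.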

Although platinum compounds (e.g., cisplatin) or PARP inhibitors (e.g., olaparib) have been approved by the FDA for the clinical treatment of breast cancer, the benefit is limited to patients with defective DNA repair systems, such as those harboring BRCA mutations. Therefore, our study aimed to explore whether dysregulating TAB182 might expand the applications of cisplatin or olaparib by modifying drug sensitivity in BRCA-proficient TNBC cells (MDA-MB-231 and BT549).

First, we performed a colony formation assay and found that TAB182 KD MDA-MB-231 cells exhibited resistance to olaparib (Fig. 4A). After 5 μM and 10 μM olaparib treatment, TAB182 deletion significantly increased the cell survival fraction of both shTAB182 #1 and shTAB182 #2 cells compared with that of shNC cells (Fig. 4A). Similarly, the downregulation of TAB182 inhibited the sensitivity of BT549 cells to olaparib compared to that of shNC cells (Fig. 4B). The same effect of TAB182 was observed in both TNBC cell lines after cisplatin treatment (1.25 μM and 2.5 μM) (Fig. 4C and D). Additionally, we overexpressed TAB182 in MDA-MB-231 cells and examined cell viability 0, 1, 2 and 3 days after olaparib (10 μM) or cisplatin (1.25 μM) treatment using a CCK-8 assay (Fig. 4E and F). When olaparib treatment was combined with TAB182 overexpression, the cell growth rate was significantly reduced compared with that of Vec cells (Fig. 4E). Similarly, TAB182 overexpression enhanced the inhibitory effect of cisplatin on cell survival (Fig. 4F). Thus, the downregulation of TAB182 is associated with cell resistance to DNA-damaging agents in TNBC cells.

**Fig. 4:**
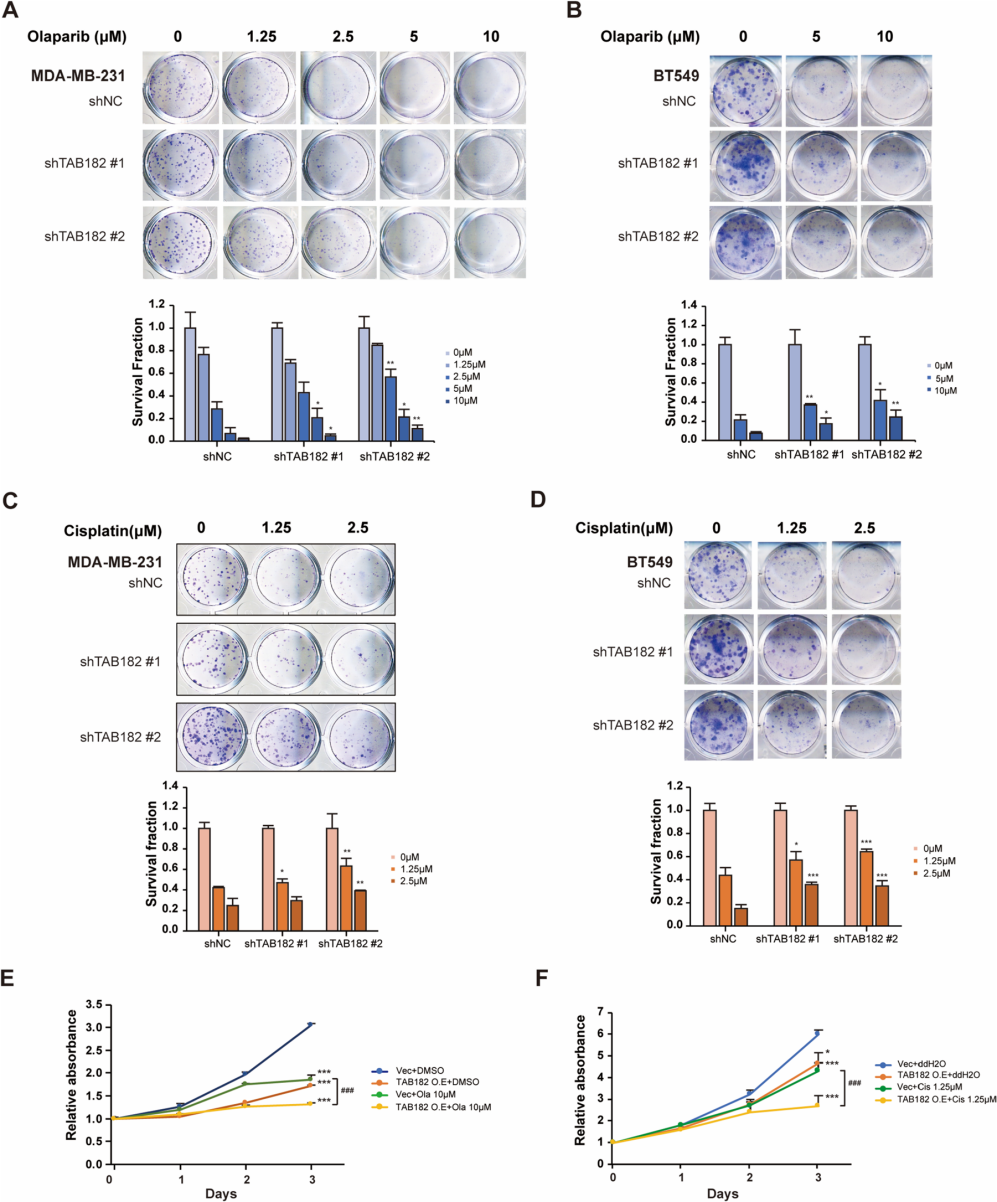
Downregulation of TAB182 causes cell resistance to olaparib or cisplatin treatment. **A-B** Colony formation assay in shTAB182 #1, shTAB182 #2, and shNC MDA-MB-231 cells (**A**) and BT549 cells (**B**) after olaparib or DMSO treatment for seven days at the indicated concentrations. ^*^ *P* < 0.05, ^**^ *P* < 0.01, shTAB182 #1 or #2 compared to the corresponding shNC after treatment with each concentration of olaparib, as determined by Student’s t test. The measurement of shNC-0 μM was used for normalization. The data are shown as the means with SD (*n* = 3). **C-D** Colony formation assay of shTAB182 #1, shTAB182 #2, and shNC MDA-MB-231 cells (**C**) and BT549 cells (**D**) after cisplatin or ddH2O treatment for seven days at the indicated concentrations. ^*^ *P* < 0.05, ^**^ P < 0.01 and ^***^ P < 0.001, shTAB182 #1 or #2 compared to the corresponding shNC after treatment with each concentration of cisplatin as determined by Student’s t test. The measurement of shNC-0 μM was used for normalization. The data are shown as the means with SD (*n* = 3). **E–F** CCK-8 assay using MDA-MB-231 cells overexpressing TAB182 (TAB182 O. E) or control cells (Vec) treated with 10 μM olaparib (Ola, **E**) or 1.25 μM cisplatin (Cis, **F**). DMSO or ddH2O was used as the control, and OD values were measured on Day 0, Day 1, Day 2, and Day 3 after treatment. The absorbance measured on Day 0 was used for normalization. The data are shown as the means with SD (*n* = 3). ^*^ *P* < 0.05, ^***^ *P* < 0.001, compared with Vec + DMSO/ddH_2_O; ^###^ *P* < 0.001, TAB182 O. E + Ola/Cis vs. Vec + Ola/Cis, by Student’s t test (*n* = 3)

### TAB182 deletion contributes to the characteristics of BCSCs

According to the aforementioned results, we found that the downregulation of TAB182 enhanced cell proliferation, cell invasion, cell migration, and chemoresistance, which were associated with CSCs. Moreover, analysis of the RNA-seq data indicated that the most significant pathway enriched by TAB182 KD-regulated genes was the Hippo signaling pathway (Fig. 3F). This pathway has been reported to be associated with CSCs, and CSCs are the main contributor to the cancer aggressive process and drug resistance.

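The 13 regulated genes of the Hippo signaling pathway comprised 8 higher genes (BMP2, BMP8B, CCN2, GLI2, PPP2R2D, TCF7L1, WNT7B and WNT9A) and 5 lower genes (DLG2, DVL3, FZD6, PPP1CB and TEAD1). By its p in the one-sided Fisher's exact test, the pathway was number 37 among all KEGG pathways tested (adjusted p = 1). Its rank ranged from 8 to 106 over the alternatives. The p fell under 0.05 with a minimum mean FPKM of 1 (exact p = 0.0448, rank 11), with limma on log2 of FPKM plus 0.01 (exact p = 0.0443, rank 10) and with limma on log2 of FPKM plus 0.1 (exact p = 0.0249, rank 8).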

Therefore, we performed a mammosphere formation assay to assess the role of TAB182 in the biological processes of BCSCs. The TAB182 KD MDA-MB-231 or BT549 cells exhibited an increased number and size of mammospheres compared with those of shNC cells, indicating that TAB182 downregulation resulted in increased tumorigenesis potential (Fig. 5A). Fluorescence-activated cell sorting (FACS) was performed to sort cells expressing high levels of ALDH, which represent the BCSC population. TAB182 KD increased the percentage of ALDH-positive MDA-MB-231 (2.73% vs*.* 1.39%) (Fig. 5B) and BT549 cells (2.07% vs*.* 1.36%) (Fig. S2A). In contrast, TAB182 overexpression resulted in a significantly reduced percentage of ALDH-positive cells (Fig. 5C and Fig. S2B). Additionally, we examined changes in ALDH1A1 expression, a key ALDH isotype linked to CSCs, after TAB182-induced dysregulation. Compared with that in control cells, the expression of ALDH1A1 mRNA was elevated in TAB182-deleted cells and was downregulated in TAB182-overexpressed cells (Fig. 5D). Using an online RNA-seq database based on basal-like breast cancer patients, we found that TAB182 negatively correlated with ALDH1A1 at the gene expression level in basal-like breast cancer patients (Fig. 5E). TAB182 KD increased the expression levels of cancer stem cell-related proteins, SOX2 and Slug (Fig. S3A), using Simple Western assay. Reversely, overexpressing TAB182 can inhibit their expression (Fig. S3B). Moreover, by performing a soft agar assay, we found that the deletion of TAB182 increased the size of cell colonies and the percentage of cells that formed colonies, indicating that low expression of TAB182 promoted cell self-renewal, a property characteristic of CSCs (Fig. 5F).

**Fig. 5:**
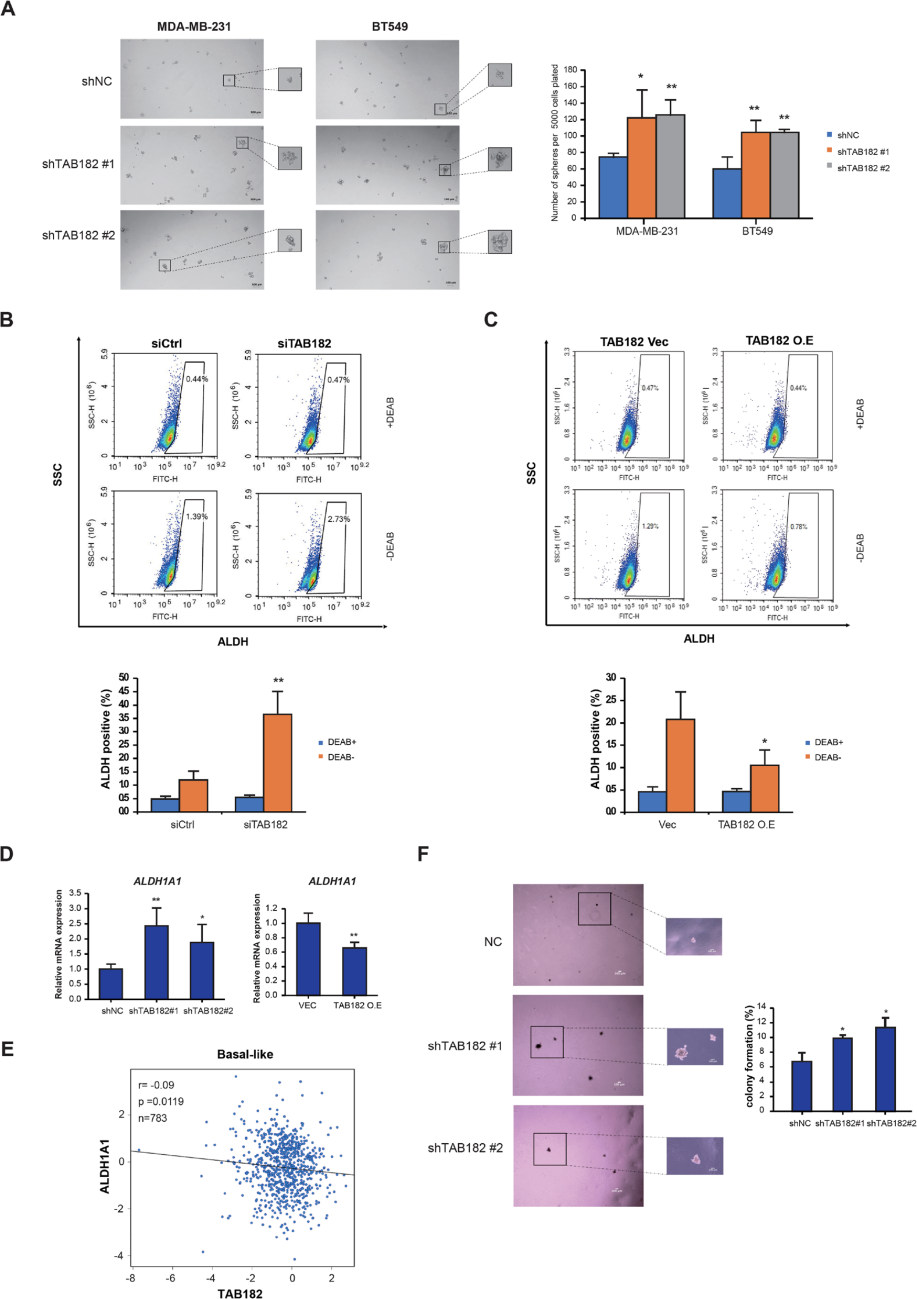
TAB182 deletion contributes to the acquisition of breast cancer stem-like cell properties. **A** Sphere formation assays were performed with stable TAB182 KD (shTAB182 #1 and shTAB182 #2) and shNC TNBC cells. Representative photos (10 × magnification, scale bar: 100 μm) and quantification data are presented. ^*^ *P* < 0.05, ^**^ *P* < 0.01 by Student’s t test. Error bars represent SD (*n* = 3). **B-C** An ALDEFLUOR assay was performed to measure changes in the percentages of the ALDH-positive population in TNBC cells after TAB182 was deleted (**B**) or overexpressed (**C**). DEAB was used as the negative control. SSC: side scatter. FITH: the fluorescence signal of ALDH. The percentages of ALDH-positive cells are presented at the bottom of B and C. ^*^ *P* < 0.05, ^**^ *P* < 0.01, DEAB-siTAB182/TAB182 O.E vs. DEAB-siCtrl/Vec, by Student’s t test. **D** RT‒qPCR was used to determine ALDH1A1 mRNA levels in TAB182 KD or TAB182 O.E cells. mRNA levels are relative to the mRNA expression level of TAB182 in shNC or Vec cells. The data are shown as the means with SD (n = 3). ^*^ *P* < 0.05, ^***^ *P* < 0.001 by Student’s t test. **E** Scatter plot showing significant Pearson’s correlation between TAB182 and ALDH1A1 mRNA levels in basal-like breast cancer (*n* = 783) with data obtained from the online database bc-GenExMiner v4.9. **F** TAB182 knockdown increased the colony formation rate of MDA-MB-231 cells in soft agar (4 × and 10 × magnification, scale bar: 100 μm), with quantification results presented in a bar plot. ^*^ *P* < 0.05 compared with the shNC group by Student’s t test (*n* = 5)

### TAB182 deletion results in drug resistance by increasing GLI2 expression

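GLI2 (ENSG00000074047) lies on chromosome 2 of GRCh38 from 120735623 to 120992653. It was expressed at 10.6 ± 1.10 CPM (SD, n = 3) in shNC cells and at 20.7 ± 1.54 CPM (SD, n = 3) in shTAB182 cells, from counts of 474 to 753 and of 1290 to 1493. The log2 fold change was 0.96 (standard error 0.13, adjusted p = 0.0354 from edgeR's quasi-likelihood test), a fold change of 1.95. In that test, the unadjusted p was 1.37e-04. All shTAB182 values were above all shNC values (exact two-sided permutation test, p = 0.1, the smallest p that this design allows). With limma on log2 of FPKM plus 1, the alternative that moved it most, the log2 fold change was 0.59. There, adding 1 shrinks the fold change by construction, as the mean FPKM of GLI2 was 1.77. The log2 fold change was 0.82 after the correction for GC content and gene length. With each sample left out in turn, it lay between 0.89 and 1.02, with an adjusted p of 0.0673 to 0.132 (edgeR).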

Among TAB182 KD upregulated genes enriched in the Hippo signaling pathway, we selected *GLI2* (log_2_FC = 0.95, *P* < 0.001 in RNA-seq data) (Fig. 6A), a downstream gene of the Hippo signaling pathway that plays an essential role in modifying the properties of CSCs. The expression of GLI2 was validated by Western blot analysis and RT‒qPCR in MDA-MB-231 and BT549 cells (Fig. 6B). To analyze how GLI2 affects BCSCs and drug sensitivity in TNBC cells, we knocked down GLI2 using siRNA and validated the deletion of GLI2 by RT‒qPCR and Western blot analysis (Fig. 6C). As shown in the results of the CCK-8 assay presented in Fig. 6D, deleting GLI2 significantly suppressed the stimulating effect of TAB182 deletion on cell proliferation. In addition, when the mRNA levels of *GLI2* were reduced by siRNA in TAB182 KD TNBC cells, the elevated expression of *ALDH1A1* was attenuated (Fig. 6E). After deleting GLI2, the increased proportion of ALDH-positive cells was reduced in TAB182 KD cells (Fig. 6F), which suggested that TAB182 modifies the characteristics of BCSCs by regulating GLI2 expression. Therefore, we examined cell viability after olaparib or cisplatin treatment in GLI2 siRNA-transfected TAB182 KD cells to determine whether GLI2 KD reverses the effects of TAB182 KD on drug resistance. After olaparib stimulation, siGLI2 counteracted the effect of TAB182 deletion and significantly reduced the viability of the stable TAB182 KD cells compared with control cells (siCtrl) (Fig. 6G). Similar results were obtained after cisplatin treatment (Fig. 6H). GLI2 inhibition increased the inhibitory effect of cisplatin on TAB182 KD cell proliferation. Together, these results indicate that the downregulation of TAB182 results in the development of BCSCs and drug resistance in TNBC cells by increasing GLI2 expression.

**Fig. 6:**
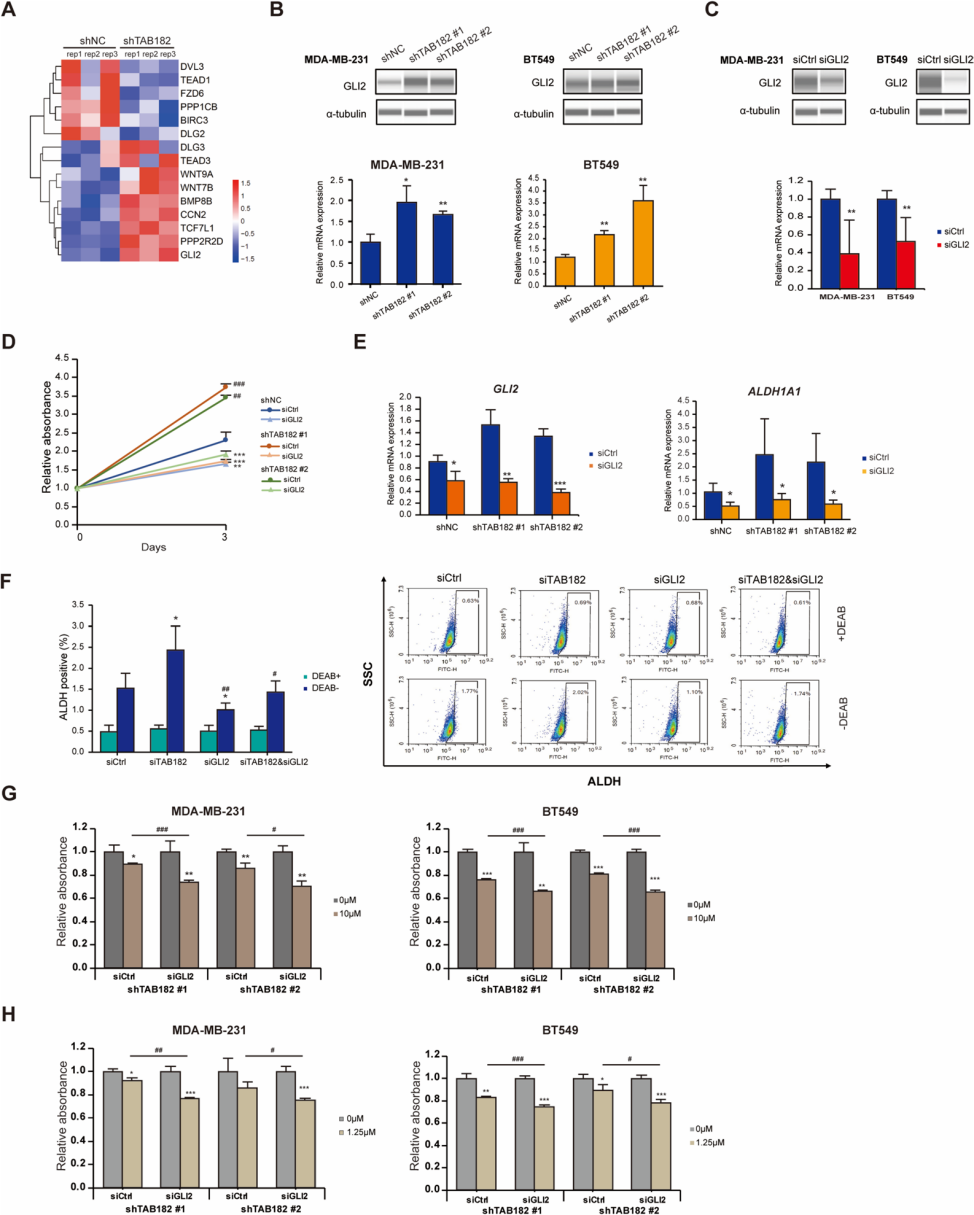
TAB182 deletion drives olaparib or cisplatin resistance by upregulating GLI2. **A** Heatmaps show the expression of a TAB182 deletion-regulated gene set enriched in the Hippo signaling pathway. The data are presented as transformed FPKM values of shTAB182 vs. shNC experiments.** B** The protein and mRNA levels of GLI2 upregulated by TAB182 knockdown were measured by Western blot analysis (top) and RT‒qPCR (bottom), respectively. α-tubulin was used as the loading control. The data are shown as the means with SD (*n* = 3). ^*^ *P* < 0.05, ^**^ *P* < 0.01 by Student’s t test. **C** Knockdown of GLI2 significantly reduced GLI2 expression at both the protein (top) and mRNA levels (bottom) 72 h after siRNA transfection in MDA-MB-231 and BT549 TNBC cells. α-tubulin was used as the loading control. The data are shown as the means with SD (*n* = 3). ^**^ *P* < 0.05 by Student’s t test. **D** CCK-8 assay using shTAB182 #1, #2, or NC cells, which were transfected with GLI2 (siGLI2) or control siRNA (siCtrl). After three days, OD was measured, and the absorbance values were compared relative to those obtained on Day 0. **E** RT‒qPCR analysis reveals that GLI2 or ALDH1A1 gene expression changes after GLI2 deletion in shTAB182 #1, #2, or NC cells. The data are shown as the means with SD relative to control (shNC cells transfected with siCtrl) from three independent experiments. ^*^ *P* < 0.05, ^***^ *P* < 0.001, siGLI2 vs. siCtrl, by Student’s t test. **F** The proportion of ALDH-positive cells was determined using an ALDEFLUOR assay kit and GLI2-deleted shNC, shTAB182 #1, and shTAB182 BT549 cells, and it was followed by a flow cytometry analysis. DEAB was used as the negative control. SSC: side scatter. FITH: the fluorescence signal of ALDH. The percentages of ALDH-positive cells are presented in the left panel of F. ^*^ *P* < 0.05, ^**^ *P* < 0.01, compared with siCtrl/Vec by Student’s t test. **G-H** siGLI2- or siCtrl-transfected stable TAB182 KD cells (shTAB182 #1 and shTAB182 #2) were treated with olaparib (Ola, 10 μM) (**G**) or cisplatin (Cis, 1.25 μM) (**H**). OD was measured 72 h after treatment, and the absorbance value obtained after DMSO treatment was used for normalization. The data are shown as the means with SD (*n* = 3). ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, compared with DMSO; ^#^ *P* < 0.05, ^##^ *P* < 0.01, ^###^ *P* < 0.001, siGLI2 with Ola/Cis treatment vs. siCtrl with Ola/Cis treatment, by Student’s t test

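Of the 15 genes in the heatmap of Fig. 6A, 9 were higher and 6 were lower in shTAB182 cells. The fold change and unadjusted P thresholds were passed by 13 genes. DLG3 had a log2 fold change of 0.81 (standard error 0.46, unadjusted p = 0.123, edgeR) and TEAD3 one of 0.74 (standard error 0.43, unadjusted p = 0.128, edgeR). DLG3 passed the thresholds without shNC replicate 3 and without shTAB182 replicate 3, and TEAD3 without shNC replicate 3, without shTAB182 replicate 2 and with DESeq2. An adjusted p under 0.05 over all genes was found for WNT7B, CCN2, TCF7L1, PPP2R2D and GLI2, all higher. Adjusted over the list alone, 12 genes had a p under 0.05, which is not independent evidence because the heatmap was drawn from these samples. Without shNC replicate 1, 8 of the 15 genes passed the thresholds, as did 8 after the correction for GC content and gene length.

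**Figure D2:**
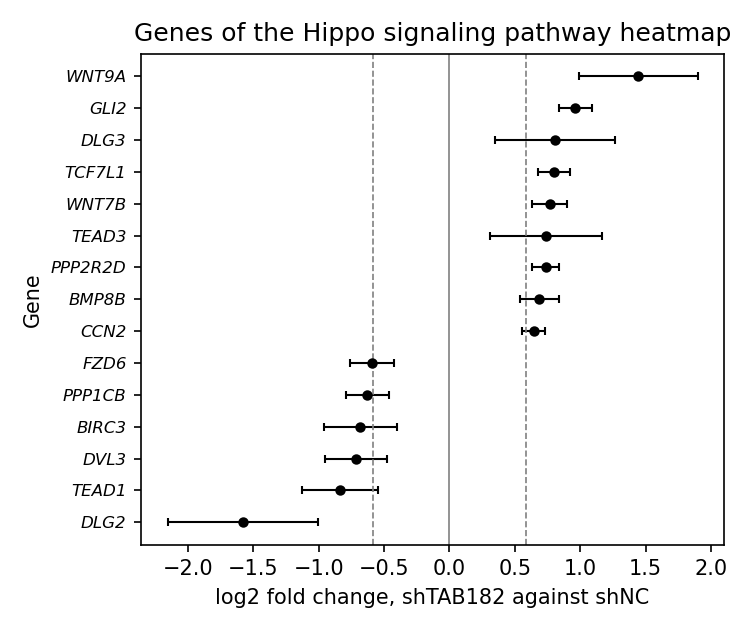
Log2 fold change of shTAB182 over shNC (with the standard error) for the 15 genes of Fig. 6A. The dashed lines mark a fold change of 1.5 in either direction, and the values run from -1.58 for DLG2 to 1.44 for WNT9A.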

## Discussion

To date, the published literature on the roles of TAB182 has been focused mainly on radioresistance driven by TAB182 contributions to DNA repair in various tumors. There is no comprehensive understanding of the functions of TAB182 in tumorigenesis, especially in breast cancer. Although TAB182 has been reported to be associated with tumor aggression and metastasis, reports of its roles in different tumors or cells have been inconsistent [24, 33]. In this study, we found that downregulation of TAB182 increases the proliferation, colony formation, migration, and invasion of TNBC cells, consistent with the study of T. Ohishi and colleagues [24], who found a low expression level of TAB182 in pancreatic cancer cells and found that TAB182 deletion played an essential role in cell motility and invasion. However, Gao A et al. found that the downregulation of TAB182 inhibited ESCC cell invasion and migration, and TAB182 was expressed at a high level in ESCC compared to normal cells or tissues [33]. These contradictory findings suggest that TAB182 may play distinct roles in different types of cancer cells and may be associated with the different basal expression levels of TAB182 in cancer cells compared to that in normal cells or tissues. Therefore, we analyzed the mRNA expression level of TAB182 using online databases. Compared to normal breast tissues or non-TNBC samples, a lower expression level of TAB182 was found in TNBC. Then, we confirmed the downregulation of TAB182 in TNBC cell lines at the protein and mRNA level. Cell migration and invasion are required for cancer cell metastasis, and cancer metastasis is the main reason for mortality in breast cancer patients. These findings suggested that TAB182 may function as a tumor suppressor gene in TNBC cells by inhibiting cell proliferation, colony formation, and cell invasion and migration.

Since the aforementioned results show clear cell phenotypes acquired after TAB182 KD in TNBC cells, the downstream signaling associated with TAB182 deletion was evaluated at the transcriptome level. Our study confirmed the function of TAB182 at the genome level via RNA-seq analysis, which provided information the gene expression profiles modified by TAB182, enabling further study of its regulatory mechanisms. The functional enrichment analysis results revealed that genes upregulated by TAB182 deletion were enriched in cell proliferation and positive regulation of cell migration biological processes, which strongly supports the acquisition of a functional phenotype of TAB182 in TNBC cells. In addition, we found that TAB182 depletion upregulated genes significantly associated with the positive regulation of actin filament polymerization, such as *CCL24* and *CCL26*, which play essential roles in cancer cell invasion and migration [36, 37]. Furthermore, the expression of *ICAM1* or *TGFBI* has been shown to be upregulated in TNBC and related to tumor aggressiveness and metastasis [38–40], and the expression of both genes were increased in TAB182 KD cells and participated in the cell adhesion process in the present study. 

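The term positive regulation of actin filament polymerization covered 6 upregulated genes where 2.07 were expected (one-sided Fisher's exact test, p = 0.0164, adjusted p = 0.523). Without shNC replicate 3, the p was 0.0662, and without shTAB182 replicate 3 it was 0.0508. CCL24 (ENSG00000106178), on chromosome 7 of GRCh38 from 75811665 to 75823356, had 29 to 33 counts in shNC samples and 72 to 84 in shTAB182 samples, or 0.545 ± 0.0363 CPM (SD, n = 3) and 1.14 ± 0.124 CPM (SD, n = 3). Its log2 fold change was 1.06 (standard error 0.26, adjusted p = 0.0882, edgeR). CCL26 (ENSG00000006606), on chromosome 7 from 75769533 to 75789896, had 20 to 37 counts in shNC samples and 91 to 110 in shTAB182 samples, or 0.506 ± 0.148 CPM (SD, n = 3) and 1.50 ± 0.163 CPM (SD, n = 3), with a log2 fold change of 1.57 (standard error 0.31, adjusted p = 0.0611, edgeR).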

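ICAM1 (ENSG00000090339) lies on chromosome 19 of GRCh38 from 10271093 to 10286615, and TGFBI (ENSG00000120708) on chromosome 5 from 136028988 to 136063818. ICAM1 was expressed at 6.00 ± 0.948 CPM (SD, n = 3) in shNC cells and 12.7 ± 1.74 CPM (SD, n = 3) in shTAB182 cells, a log2 fold change of 1.08 (standard error 0.17, adjusted p = 0.0430, edgeR). For TGFBI, the values were 20.0 ± 0.626 CPM (SD, n = 3) and 35.1 ± 1.17 CPM (SD, n = 3), a log2 fold change of 0.81 (standard error 0.09, adjusted p = 0.0309, edgeR). With each sample left out in turn, the log2 fold change lay between 0.96 and 1.19 for ICAM1 and between 0.79 and 0.85 for TGFBI, with adjusted p of 0.0809 to 0.149 and of 0.0547 to 0.123 (edgeR). After the correction for GC content and gene length, the adjusted p of ICAM1 was 0.0505 (edgeR). The cell adhesion term covered 36 upregulated genes where 17.4 were expected.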

The knockdown of TAB182 inhibited the expression of genes that participate meaningfully in the DNA damage and repair signaling pathways, consistent with the known function of TAB182 in DNA damage repair after ionizing radiation (IR) or adenovirus infection [28, 31]. The results of the KEGG analysis showed that TAB182-regulated genes participated in the homologous recombination signaling pathway, which is one of the critical pathways involved in the repair of double-strand DNA damage. Moreover, the set of genes downregulated by TAB182 deletion was associated with cell cycle process, which corresponds to a recent study indicating that TAB182 downregulation hindered IR-induced G2/M arrest [30]. Additionally, our RNA-seq data provide more information to further explore unknown or novel functions of TAB182. For instance, the dysregulation of TAB182 modified the Hippo signaling pathway and the PI3K-Akt signaling pathway, which play critical roles in regulating various cellular functions, including cell growth and proliferation, and their dysregulation has been implicated in several diseases, including cancer [41, 42].

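The 8 regulated genes that the authors' table places in the homologous recombination pathway were BARD1, BRCA2, BRIP1, FSBP, NBN, RAD50, RBBP8 and XRCC2, and all were lower in shTAB182 cells.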

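Of the 30 regulated genes in the PI3K-Akt signaling pathway, 19 were higher in shTAB182 cells, among them CSF1, ERBB3, IL6R and PDGFRB of the Fig. 3C heatmaps, and 11 were lower.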

For TNBC patients, chemotherapy (e.g., cisplatin) has been the main treatment option for a long time. Recently, the therapeutic strategy has changed with the advent of PARP inhibitors (e.g., olaparib) for patients harboring a mutation in the BRCA genes [7, 13]. Although chemotherapy or PARP inhibitors lead to an initial substantial response, most patients inevitably develop resistance [9–11]. Therapeutic resistance is a significant barrier to complete breast cancer management and is often followed by poor outcomes, such as frequent relapses and lower overall survival [43]. Dysregulation of the DNA damage repair process is vital to drug sensitivity, including sensitivity to genotoxic agents or DNA-damaging anticancer drugs [44]. Therefore, we explored the effects of TAB182 on drug sensitivity in the MDA-MB-231 and BT549 cell lines, which are BRCA-wild-type TNBC cell lines, and compared the results to those obtained with BRCA-mutated cells, which exhibit intrinsic resistance to olaparib or cisplatin [45, 46]. Our study indicates that the overexpression of TAB182 increased the inhibitory effects of olaparib or cisplatin on cell viability more than either treatment alone, which indicates that TAB182 expression negatively regulates therapeutic resistance in TNBC cells. This is inconsistent with the roles of TAB182 in A549 lung cancer cells [28]. How TAB182 downregulation results in drug resistance in TNBC cells remains to be investigated.

An integrative analysis of the TNBC cell phenotypes and gene expression profiles induced by TAB182 deletion suggested that TAB182 might regulate the formation of CSCs. The downregulation of TAB182 increased cell proliferation, cell invasion, and cell migration and chemoresistance, which are functional outcomes induced by the presence of CSCs. In this study, a KEGG pathway analysis indicated that the expression of gene sets regulated by TAB182 deletion was significantly enriched in cancer stemness-related pathways, namely, the Hippo signaling pathway and the PI3K-AKT signaling pathway. Both of these pathways play vital roles in regulating stemness in various cancers, including TNBC [15, 47]. According to the literature, the CSCs represent the major sources of malignant progression and poor prognosis of tumors because of their features which differ from those non-CSCs, such as activation or acquisition of self-renewal ability and establishment of a heterogeneous population of tumor cells after treatment [48]. In our study, the properties of CSCs were examined using in vitro functional experiments. Sphere formation and soft agar colony formation assays demonstrated that TAB182 deregulation increased the tumorigenic and self-renewal abilities of TNBC cells. Furthermore, the percentage of CSCs decreased after TAB182 overexpression. Our study showed that TAB182 plays a considerable role in developing the cancer stem-like properties of TNBC cells.

Various studies have reported that dysregulation of some breast stem cell markers (e.g., ALDH1A1) or signaling pathways (e.g., Hippo/YAP pathway or Hedgehog signaling) relieves drug resistance in different cancers [17, 49–51]. Here, we assumed that TAB182 deletion induced therapy resistance related to cancer stemness. Based on our RNA-seq data, we focused on the Hippo signaling pathway, the most significant pathway enriched by the TAB182-KD-regulated gene set. Among the genes in this gene set, GLI2 was markedly upregulated by TAB182-KD (fold change = 1.93, *P* < 0.001), which was verified by Western blot and RT‒qPCR analysis in this study. GLI2 is a downstream target gene of the Hippo/YAP signaling pathway and a transcriptional activator of Hedgehog signaling, and the two aforementioned pathways are essential regulators of CSC maintenance [52, 53]. GLI2 has been reported to affect stemness and drive chemoresistance in various cancers [54–59]. For instance, in colorectal cancer, the hypoxic tumor microenvironment activates the expression of GLI2 in CSCs, resulting in increased stemness/dedifferentiation and intrinsic resistance to chemotherapy [54]. In our study, we inhibited GLI2 expression by siRNA, which reversed the increase in the cell proliferation rate that had been induced by TAB182 deletion. In addition, GLI2 deletion inhibited the expression level of ALDH1A1 and the percentage of ALDH-positive cells independent of TAB182 KD. These findings suggest that TAB182 KD promotes CSC development by stimulating GLI2 expression. After olaparib or cisplatin treatment, inhibition of GLI2 overcame cell resistance induced by lower expression of TAB182. Taken together, these results indicate that low expression of TAB182-induced tumorigenesis and therapeutic resistance might be mediated through cancer stemness signaling pathways, and GLI2 shows the potential to be a target and leveraged to reduce cancer stemness in TAB182 low-expression breast cancers.

The limitation of our study is that we explored only the functions of TAB182 via in vitro experiments, and the results need to be validated through in vivo experiments. Additionally, the regulatory effects of TAB182 KD on GLI2 expression need to be further investigated to confirm the specific mechanisms. There is still an urgent need for extensive research on therapy resistance to develop novel biomarkers and therapeutic targets that can predict therapeutic responses or improve the clinical outcomes of TNBC patients. However, the molecular mechanisms of therapeutic resistance are complex and interrelated, involving both genomic and nongenomic factors [15–17]. For the clinical application of TAB182 to be realized, we aim to identify the core mechanisms involved in regulating TAB182 deletion-driven cell stemness and therapy resistance in our further study.

In summary, our results reveal gene expression profiles regulated by TAB182 and identify TAB182 has a possibility to act as a novel negative regulator related to the development of cancer stem-like properties and olaparib/cisplatin resistance that regulates GLI2 expression in the BRCA-proficient TNBC cell lines. Our findings suggest that TAB182 may be a tumor suppressor gene and a potential therapeutic target for TNBC patients.

### Supplementary Information

**Additional file 1: Figure S1. **Overexpression of TAB182 inhibits cell proliferation and colony formation. **Figure S2.** TAB182 deletion increases the percentage of ALDH-positive cells. **Figure S3.** Deleting TAB182 enhances the expression of cancer stemness-related protein markers.

## Data Availability

The RNA-seq datasets generated and/or analysed during the current study have been deposited in the GEO repository, [GSE200038].

# Supplementary material for: Downregulation of TAB182 promotes cancer stem-like cell properties and therapeutic resistance in triple-negative breast cancer cells
**Source:** BMC Cancer. 2023 Nov 13;23:1101. doi: 10.1186/s12885-023-11552-4
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Overexpression of TAB182 inhibits cell proliferation and colony formation. Figure S2. TAB182 deletion increases the percentage of ALDH-positive cells. Figure S3. Deleting TAB182 enhances the expression of cancer stemness-related protein markers.

**Supplementary Materials**

Figure S1. Overexpression of TAB182 inhibits cell proliferation and colony formation.

Figure S2. TAB182 deletion increases the percentage of ALDH-positive cells.

Figure S3. Deleting TAB182 enhances the expression of cancer stemness-related protein markers.

**
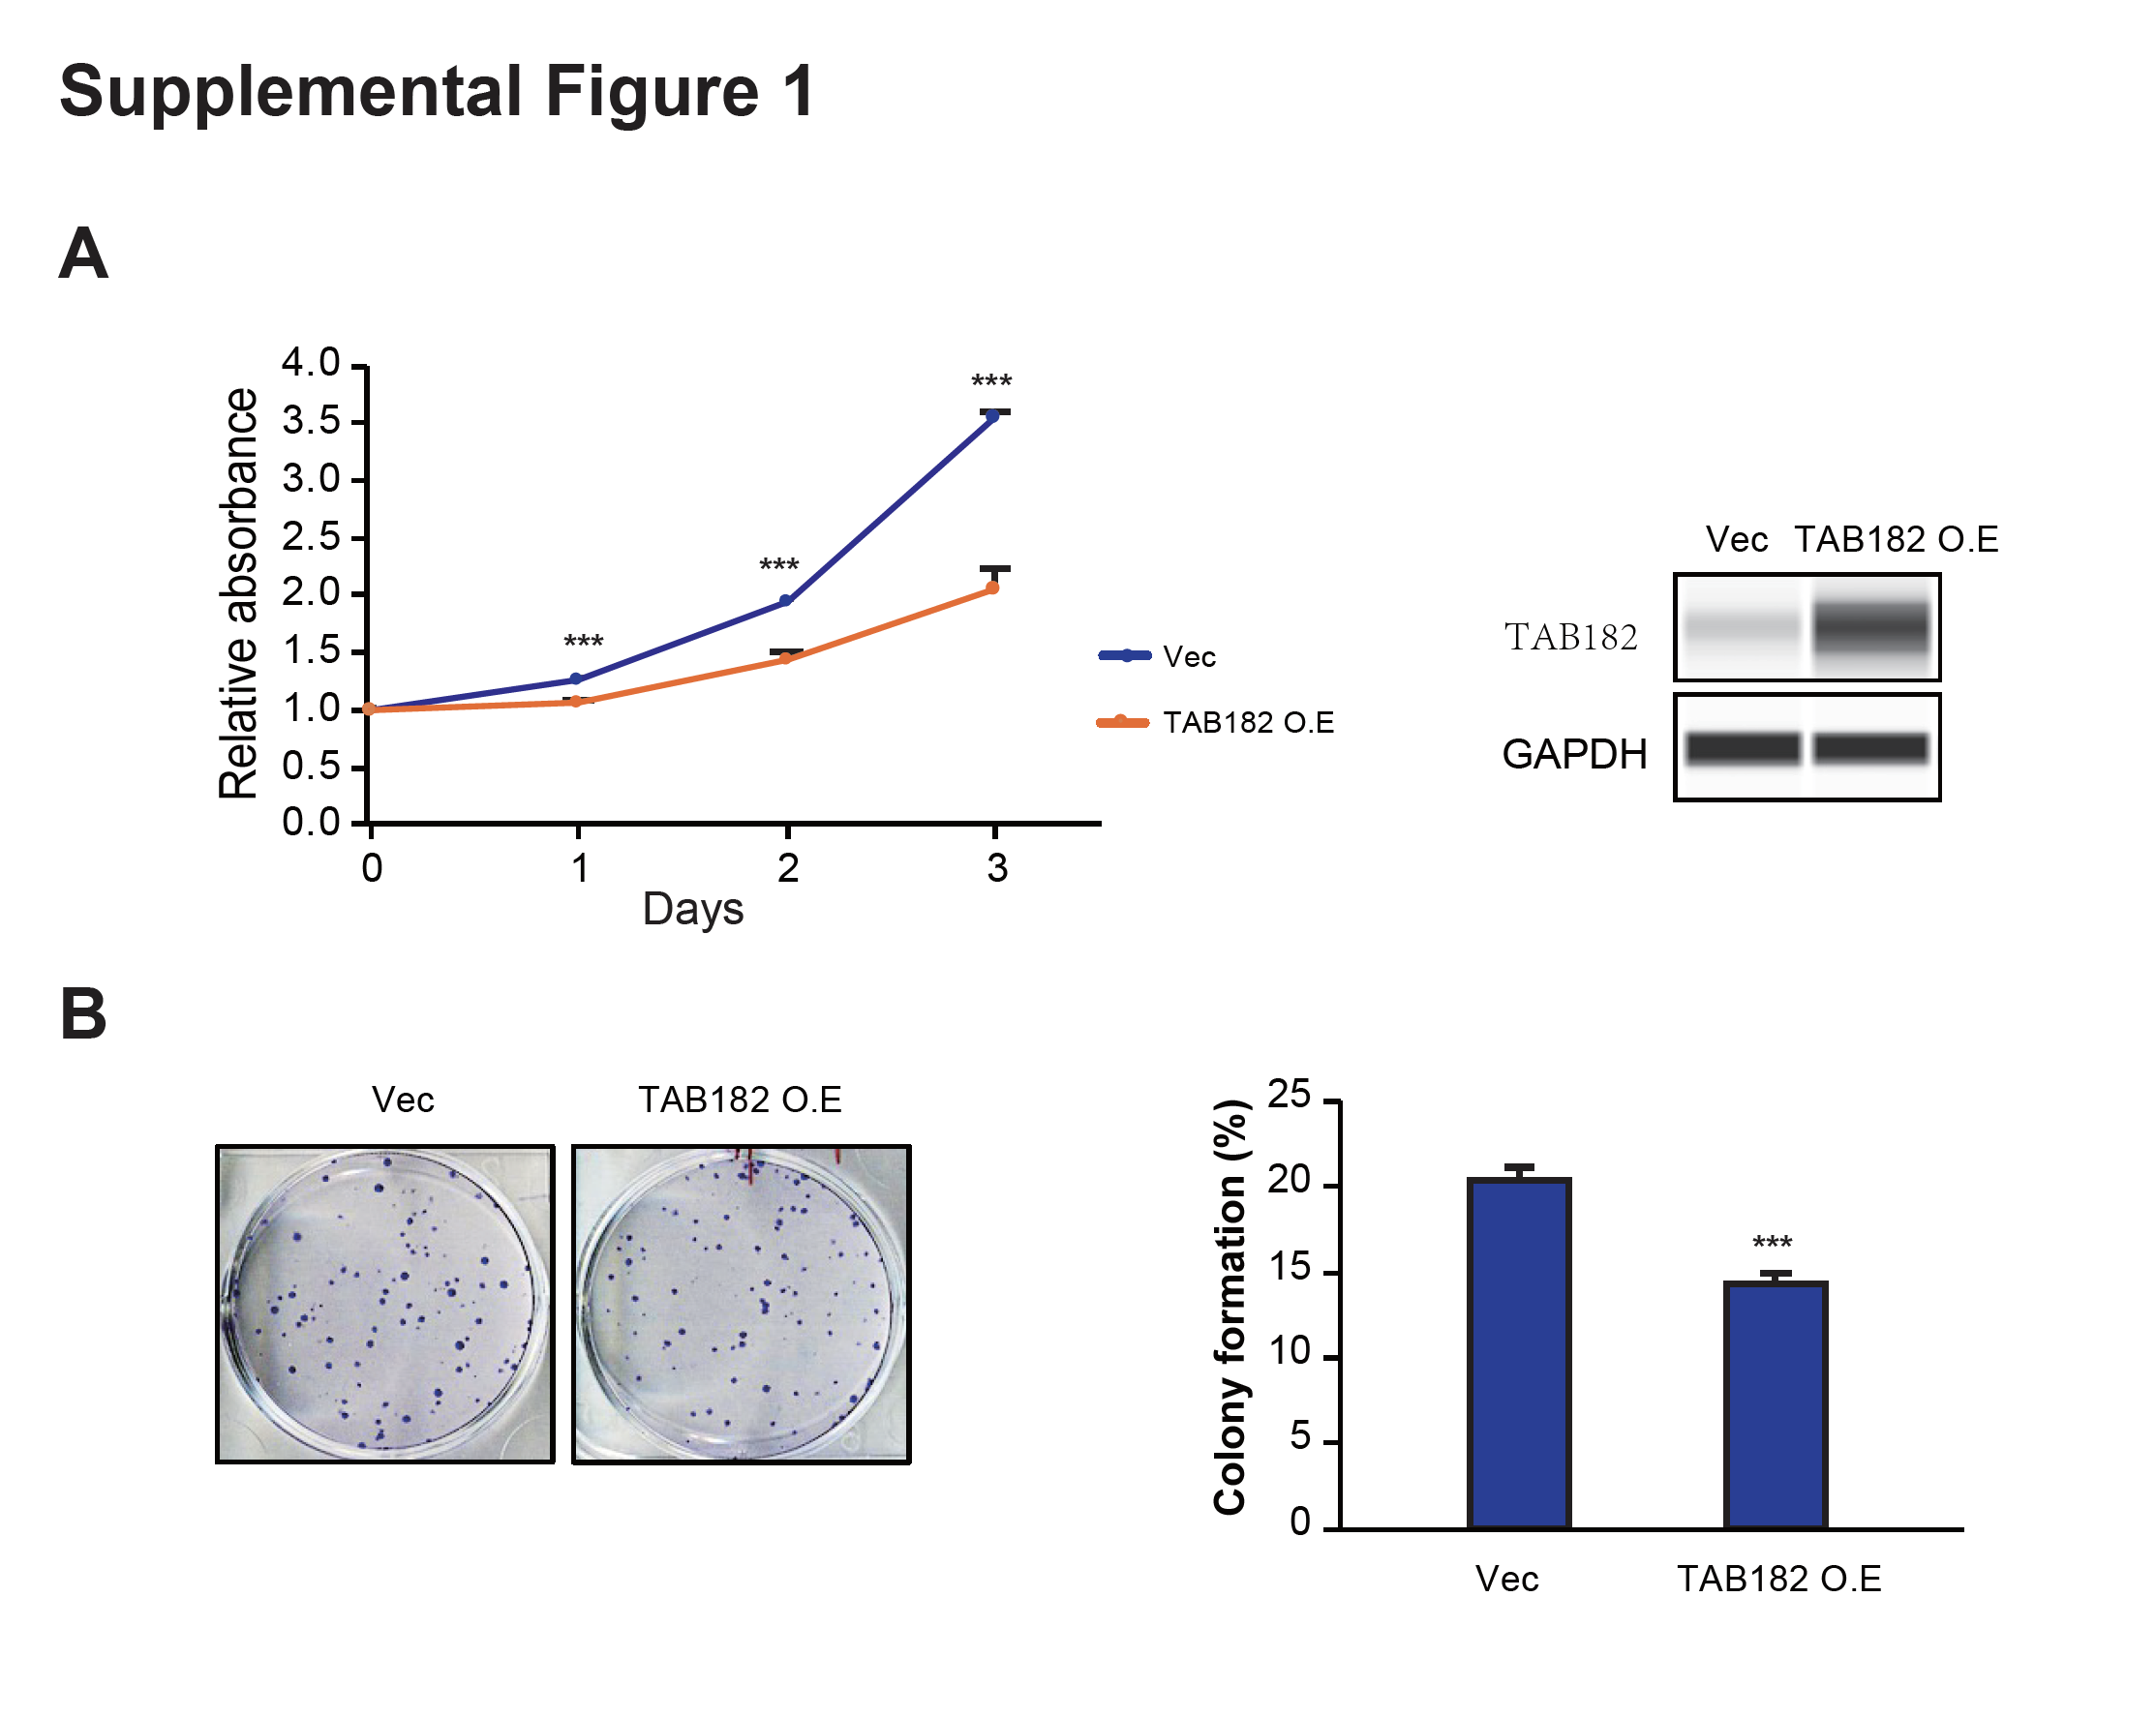
**

**Fig. S1. Overexpression of TAB182 inhibits cell proliferation and colony formation. (A)** CCK-8 cell proliferation assay was measured at indicated time points in MDA-MB-231 cells transfected with pcDNA3.1+ TAB182 overexpression plasmid (TAB182 O.E) or Empty vector. Absorbance measured at day 0 was used for normalization. ^***^ *P*<0.001 by Student’s t test (n=3). The overexpression of TAB182 was verified by Western blot analysis using the anti-TAB182 antibody, and GAPDH was used as the loading control (right panel of **C**). **(B)** The representative photos and quantification results of cell colony formation assay in TAB182-overexpressed MDA-MB-231 cells. ^***^ *P*<0.001 by Student’s t test (n=3).

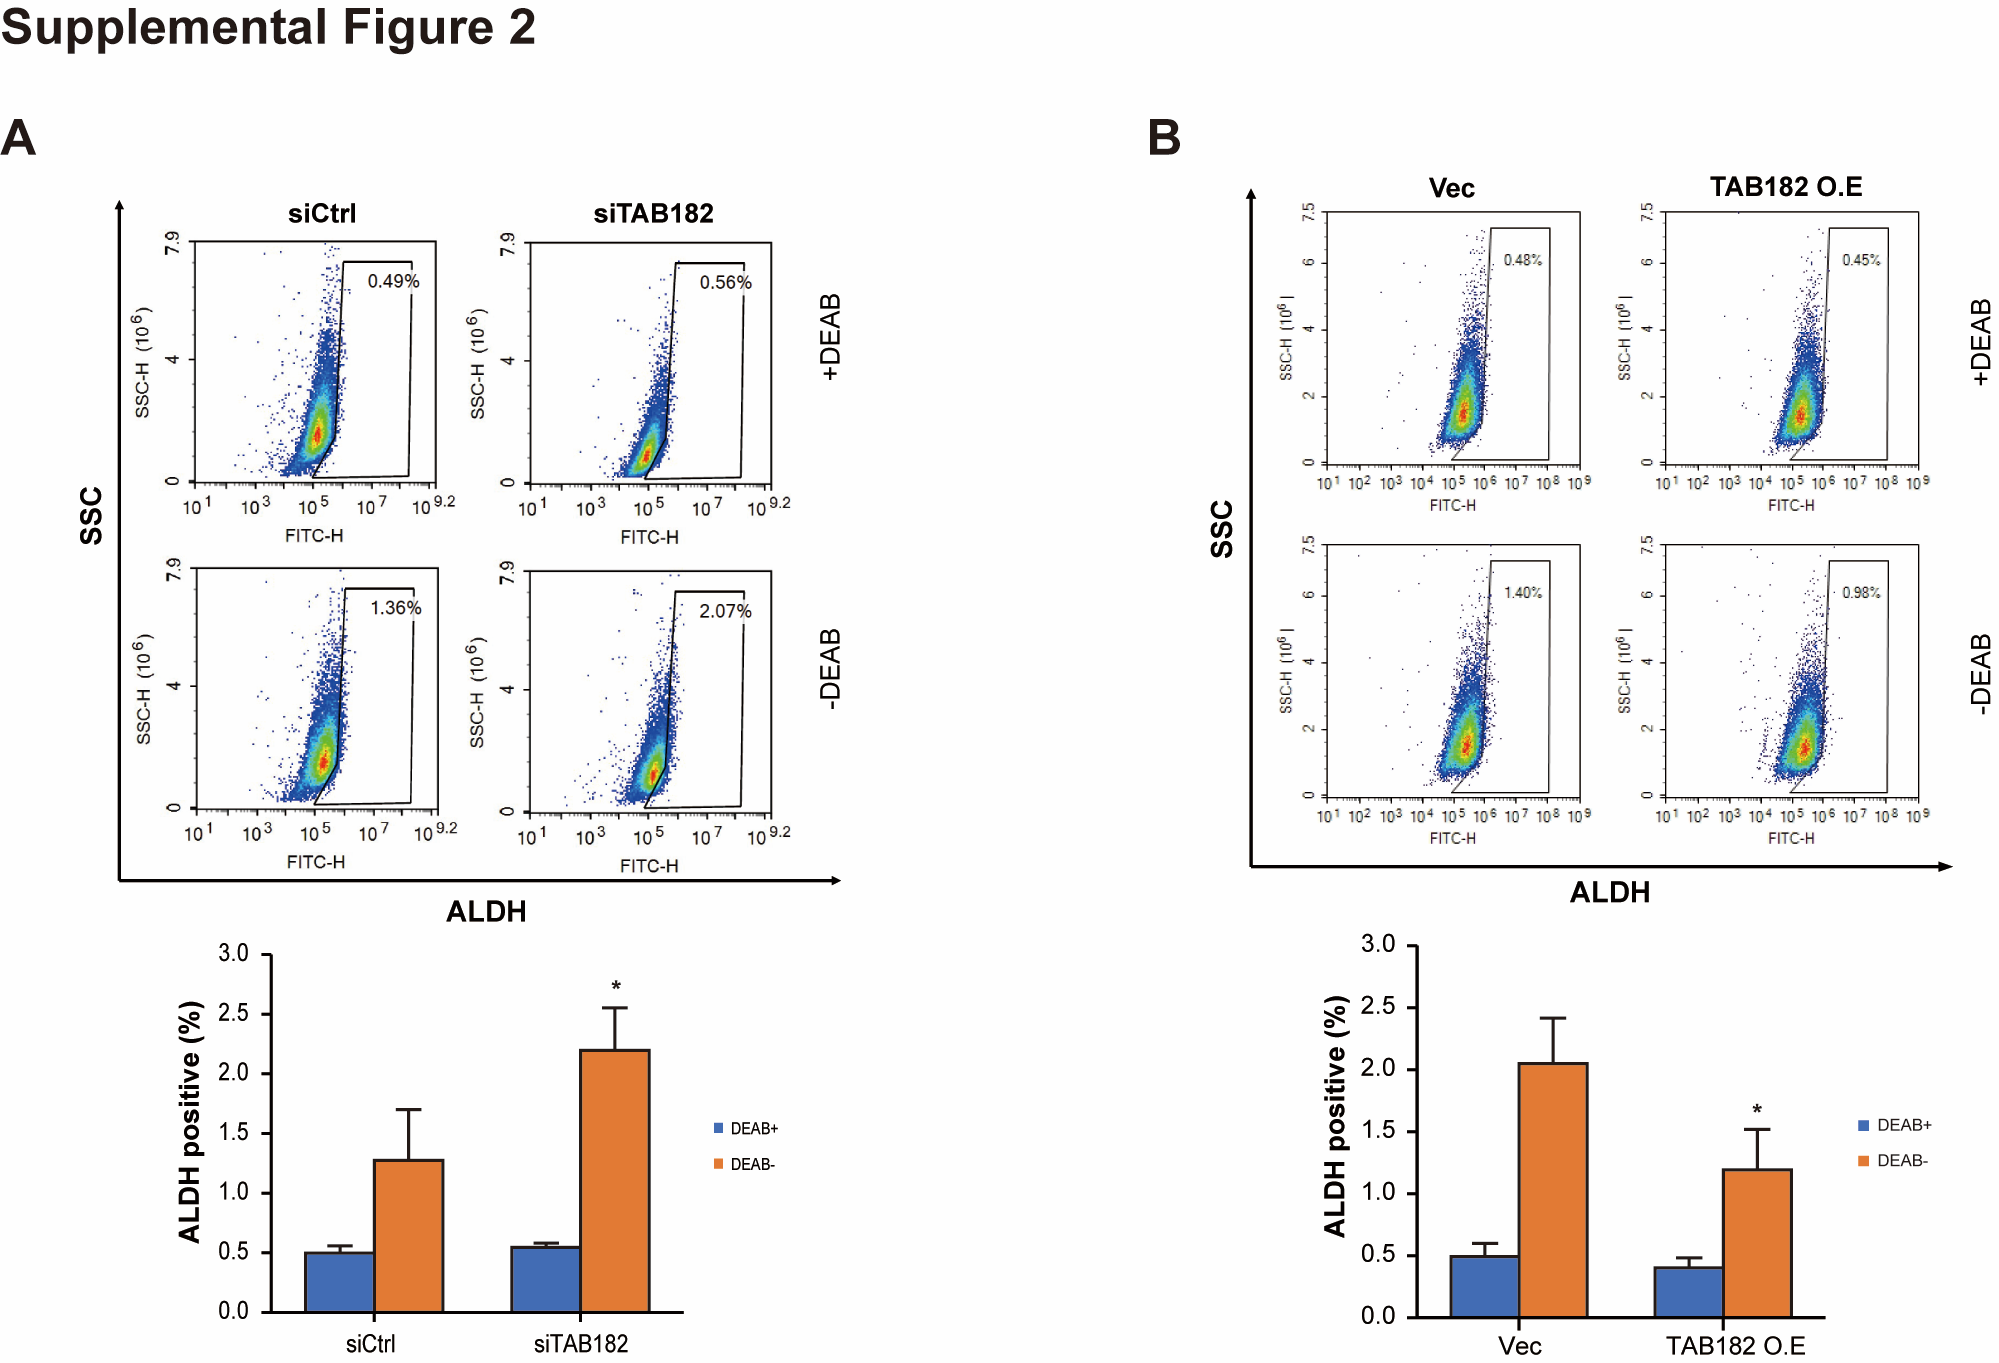

**Fig. S2. TAB182 deletion increases the percentage of ALDH-positive cells.** ALDEFLUOR assay was performed to detect changes in percentages of the ALDH-positive population in BT549 cells upon TAB182 deletion **(A)** or overexpression **(B)**. DEAB was used as the negative control. SSC: side scatter. FITH: the fluorescence signal of ALDH. Percentages of ALDH positive cells were presented at the bottom of A and B. ^*^ *P* < 0.05, DEAB- siTAB182/TAB182 O.E vs. DEAB- siCtrl/Vec, by Student’s t test.

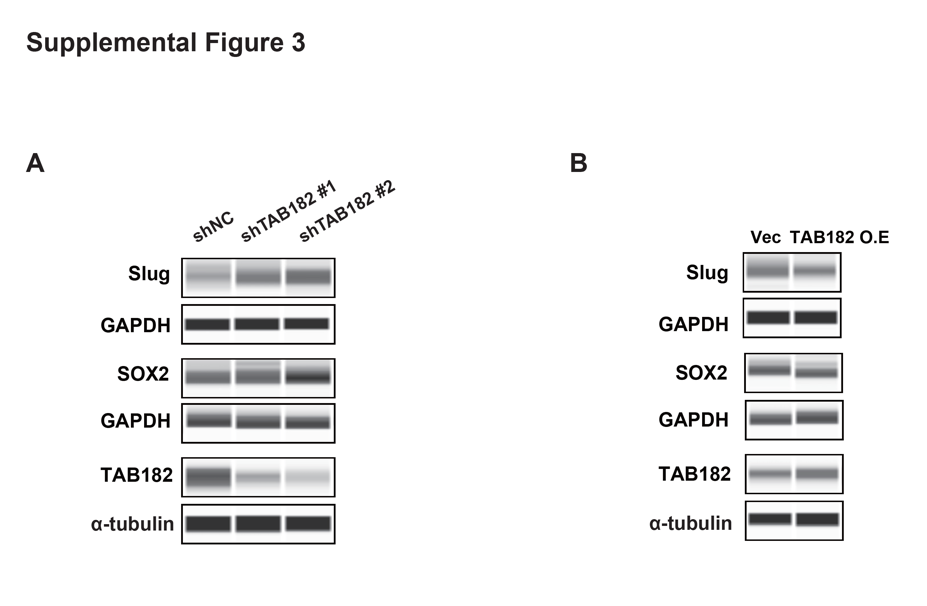

**Figure S3. Deleting TAB182 enhances the expression of cancer stemness-related protein markers.** Western blot analysis of protein levels of cancer stem cell markers, including SOX2 and Slug, after deleting **(A)** or overexpressing TAB182 **(B)** in MDA-MB-231 cells. TAB182 was used to validate the knockdown or overexpression effects, and GAPDH or 𝛼-tubulin was used as the loading control.

How the deposited data were processed for this re-analysis (not part of the article)

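Gene expression was measured by RNA-seq in MDA-MB-231 cells, 3 samples with the control shRNA (shNC) and 3 from the stable TAB182 KD line (shTAB182). The sample labels and the paper give the group and the replicate number of each sample. The authors prepared poly(A) libraries, sequenced them as paired-end reads, aligned the reads with HISAT to the human genome, assembled them with StringTie and estimated expression with StringTie and edgeR. Their table holds 58825 genes. As deposited by the authors, the counts are whole numbers per gene from reads aligned with HISAT and assembled with StringTie, not scaled between samples. The FPKM values, as deposited by the authors, come from the same aligned and assembled reads, normalized to fragments per kilobase and library size and rounded to 2 decimals. The table also gives GO and KEGG terms. No filter on low values was seen in it, since genes at 0 in every sample are listed. The paper's text gives no versions of the programs and no genome build. Of the identifiers, 58552 are in GENCODE v29, and 47556 of these have the same coordinates there, so positions are given on GRCh38. The ratio of count to FPKM is fixed between samples, which is how counts derived from StringTie coverage behave. A read pair may therefore count as 2, and the counts are not numbers of independent molecules.

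Total counts ran from 50047380 to 64716733 in shNC samples and from 67362422 to 68677361 in shTAB182 samples. The 10 most abundant genes took 5.01 to 5.95% of the counts, and mitochondrial genes 1.89 to 3.69%. TMM factors ran from 0.972 to 1.01. Replicates of a group differed by far more than sampling noise, with a chi-square per degree of freedom of 63.4 to 116.3 and a Pearson correlation of log2 values across genes of 0.964 to 0.973 (genes are not independent replicates), so none was a copy of another.

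Counts were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM, and the quasi-likelihood test of shTAB182 against shNC, with Benjamini-Hochberg adjustment over the 17978 genes kept. The plan allowed for a table with FPKM alone (limma on log2 of FPKM plus 0.1) or with counts, and the counts were used. Genes were called regulated at a fold change above 1.5 either way with an unadjusted p under 0.05, the thresholds of the paper, and separately at an adjusted p under 0.05. Lists of genes were tested with camera (limma 3.58.1, preset correlation 0.01), 2-sided, with adjustment over 7 lists written beforehand: homologous recombination, YAP/TAZ targets, Hedgehog, breast cancer stem cell markers, proliferation markers, interferon response and CCR4-NOT subunits. GO and KEGG terms with at least 5 tested genes were tested with one-sided Fisher's exact tests (SciPy 1.17.1) against the tested genes with a term of that kind, with GO split by direction. DAVID and its annotation were not used here. The terms reciprocal DNA recombination and BRCA1-C complex were not analysed here, because fewer than 5 tested genes carried them in the table. Single genes were also compared by exact 2-sided permutation tests, whose p cannot go under 0.1 with 3 samples against 3.

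The genes named were those the paper names for these cells, those of the heatmaps in Fig. 3C and 6A, members of the lists above, and the 5 genes that rose and the 5 that fell most among those with an adjusted p under 0.05, a mean FPKM of at least 1 and no overlap between the groups. A count of 3 was taken as the floor of detection.

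The alternatives, 22 of them set before the data were examined, were DESeq2 1.42.0, no filter on low counts, a minimum mean FPKM of 1, median centring, quantile normalization, a per-gene linear model without moderation, robust hyperparameters, a block for the replicate number, a spline correction of each sample for GC content and gene length (5 degrees of freedom) with and without that block, limma on log2 of FPKM plus 0.01 or 1 for genes with a mean FPKM of at least 0.5, fry, camera with an estimated correlation, terms from calls at an adjusted p or against all annotated genes, and each sample left out in turn. Limma on log2 of FPKM plus 0.1 was in the plan as the test for a table without counts, and its use as an alternative to the counts was decided after seeing the data. Also chosen after seeing the data were edgeR's exact test, thinning of the counts to the smallest library, summing of genes whose exons overlap by at least 50 bases on the same strand, and fry with the replicate block. When the table was first examined, 20 ways of counting regulated genes were tried, and they gave totals from 304 to 1624. The setting used for all results was the one planned for counts, and it was not changed after these trials.

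The shRNA test compared tested genes with and without a match in the 3′ UTR (GENCODE v29 transcripts) to positions 2 to 8 of the strand of shRNA number 2 that is complementary to TNKS1BP1. It was planned with 200 random 7-mers of the same base composition. As 139 other arrangements of these bases exist, all 139 were used. The position at which Dicer processes the hairpin is not known from these data. The overlap and dividing-cell tests used 10000 random draws with a fixed seed. List medians, the numbers of genes up and down and the overall correlation with GC content had been seen when the expected outcomes of the tests were written, but not the deciding tests.

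On simulated data with 200 genes changed 3-fold, the quasi-likelihood test recovered 77.5% of them at an adjusted p under 0.05 and 97.5% at the thresholds of the paper, and it called 14 and 456 of the unchanged genes among 17360.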

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

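All 10 genes here lie outside those the paper discusses, and were picked by size of change under a rule set before the data were examined. Each adjusted p quoted for a gene comes from the edgeR fit of all genes. No test of a technical explanation was made for these genes alone, and those quoted are for regulated genes as a whole.

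AP001972, on chromosome 11 from 75260129 to 75262466, rose from 0.772 ± 0.263 CPM (SD, n = 3) to 11.0 ± 0.486 CPM (SD, n = 3), a log2 fold change of 3.83 (adjusted p = 0.00657, edgeR). The annotation gives it no protein. Protein-coding genes rose less: ALDH5A1 by a log2 fold change of 1.74 (adjusted p = 0.0179, edgeR), DNPH1 by 1.62 (adjusted p = 0.0354, edgeR), COX7B2 by 1.54 (adjusted p = 0.00657, edgeR) and VAT1L by 1.45 (adjusted p = 0.0282, edgeR). TIMM8B, with a log2 fold change of -1.71 (adjusted p = 0.00657, edgeR), and AK3, with -1.69 (adjusted p = 0.00657, edgeR), fell. None of these 7 genes shares exons on its strand with another tested gene.

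ARPIN-AP3S2 had a log2 fold change of -3.41 (adjusted p = 0.0309, edgeR), from 28.3 ± 0.962 CPM (SD, n = 3) to 2.65 ± 1.58 CPM (SD, n = 3). It overlaps AP3S2, which rose by 1.29 (adjusted p = 0.00657, edgeR), and ARPIN, with a log2 fold change of -0.12. A different division of the same reads between ARPIN-AP3S2 and AP3S2 is a candidate explanation for this pair, and the reads were not analysed here. For regulated genes as a whole, 8.87% overlapped another tested gene where 10.1% was expected, so overlap does not account for the set.

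SNORD14C had a log2 fold change of -4.45 (adjusted p = 0.0452, edgeR), with counts of 62, 56 and 57 in shNC samples and 1, 7 and 1 in shTAB182 samples, and lies within HSPA8. Its shTAB182 counts of 1 are under the floor of detection, a count of 3, so this fold change is a rough value. SNORD24, which overlaps RPL7A, was at least 7.68-fold lower, with counts of 18, 16 and 24 against 1 in each shTAB182 sample. Both are short snoRNAs, which a poly(A) library captures poorly, and how their reads were assigned was not tested.

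As for technical explanations that apply to all regulated genes, genes with a site for the shRNA seed did not fall against others, at percentile 25.2 among 139 other 7-mers, which argues against seed silencing as a general cause and says nothing about a single gene. The uneven GC trend of the libraries is not the whole cause, since 1067 genes passed the paper's thresholds after its correction. TAB182 KD itself, a difference between cell lines raised separately and an effect of this shRNA on single genes stay open, as 1 KD line was sequenced.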

How the results depend on the processing

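Of 41 alternatives, 22 were set before the data were examined; limma on log2 of FPKM plus 0.1, edgeR's exact test, the thinned counts, the summed overlapping genes, fry with the replicate block and the first ways of counting were chosen after seeing the data. The direction of TNKS1BP1 and GLI2 held in every alternative run. The causes of the changes given here were not tested, except for those that arise by construction. Leaving out a sample or testing fewer genes changes the counts in this way. Adding 1 to FPKM also shrinks the fold changes of genes with low FPKM. With limma at 0.01 and 1 on the same 13240 genes, 3082 and 3108 had an unadjusted p under 0.05. The paper's thresholds, which include a fold change, were passed by 881 and 328 of them.

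The replicate numbers do not pair the samples: the deviations of same-numbered samples correlated by -0.038, 0.0378 and -0.00467 across genes. With the replicate block, 1228 genes passed the paper's thresholds (701 up, 527 down) and 0 genes had an adjusted p under 0.05, where 3054 had an unadjusted p under 0.05. With the GC content and length correction and the block it was 0 as well, with 3109 at an unadjusted p.

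Regulated genes at the paper's thresholds numbered 619 (336 up, 283 down) with a minimum mean FPKM of 1, 881 (421 up) with limma on log2 of FPKM plus 0.01, 810 (386 up) with plus 0.1 and 328 (149 up, 179 down) with plus 1. In the first ways of counting, a linear model on FPKM above 0.5 gave 689, limma with mean FPKM above 1 gave 641, 606 and 304 at 0.01, 0.1 and 1, and limma at 1 without a filter gave 315. Without shNC replicate 3, 825 genes were up and 410 down, and without shTAB182 replicate 2, 702 were up and 695 down. The 303 genes with an adjusted p under 0.05 became 108 with no filter on low counts, 505 with a minimum mean FPKM of 1, 102 with the per-gene linear model, 194 and 200 with limma at 0.01 and 0.1, 660 with edgeR's exact test and 1717 with DESeq2, and from 8 to 23 across the 6 fits that each left out one replicate.

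The log2 fold change of TNKS1BP1 lost its adjusted p under 0.05 with the replicate block (-0.62), no filter on low counts (-0.61), median centring (-0.61), quantile normalization (-0.61), the per-gene linear model (-0.62), the GC content and length correction with block (-0.77), and limma at 0.01 (-0.64), 0.1 (-0.63) and 1 (-0.56), and lay from -0.69 to -0.52 across the fits that each left out one replicate. GLI2 did so with the replicate block (0.97), the per-gene linear model (0.96) and the correction with block (0.81), and lay from 0.89 to 1.02 with one replicate left out.

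Heatmap genes past the thresholds were all 9 tested for cell migration and all 10 tested for cell proliferation with a minimum mean FPKM of 1, which removed the other genes. With limma at 0.01, 0.1 and 1 they were 9, 9 and 4 of 10 tested migration genes and 9, 9 and 4 of 11 tested proliferation genes. For DNA repair they were 7 of 15 with the GC content and length correction, with or without block, and 5 of 13 tested with limma at 1. For Hippo signaling they were 8 with the per-gene linear model, 8 and 7 with the correction without and with block, 5 of 13 tested with limma at 1, and from 8 to 10 with one replicate left out, the lowest without shNC replicate 1.

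The adjusted p of the homologous recombination list was 0.277 with an estimated correlation and 0.168 with fry and the replicate block. For YAP/TAZ targets it was 0.361 and 0.180 there, 0.138 and 0.103 with the correction without and with block, 0.0518 with quantile normalization, and from 0.00314 to 0.122 across the fits that each left out one replicate, the highest without shNC replicate 2. Fry gave 0.0140 for Hedgehog and 0.0485 for proliferation markers. Stem cell markers lay from 0.0184 (without shTAB182 replicate 2) to 0.289 there. The direction of the interferon response median reversed to 3.75e-04 (adjusted p = 0.765) and 0.01 (adjusted p = 0.726) with the correction without and with block, 0.05 (adjusted p = 0.474) with thinned counts, 0.02 (adjusted p = 0.948) without shNC replicate 3 and 0.02 (adjusted p = 0.970) without shTAB182 replicate 1 (adjusted p from 0.580 to 0.970 with one replicate left out), and that of CCR4-NOT subunits to 0.02 with the correction (adjusted p = 0.828 without and 0.833 with block).

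Named terms with an unadjusted p under 0.05 fell from 32 to 17 and 19 with the correction without and with block and to 15 with limma at 1. Hippo signaling gained an unadjusted p under 0.05 with a minimum mean FPKM of 1 (0.0448) and limma at 0.01 (0.0443) and 0.1 (0.0249). There were 99 other changes over 23 results, 81 weaker and 18 stronger.

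GLI1 and ALDH1A1 had no value with a minimum mean FPKM of 1 or with limma at 0.01, 0.1 and 1, whose filters removed them. DESeq2 gave no adjusted p for ALDH1A1, SNORD14C and SNORD24, the thinned counts gave no value for SNORD24, and the summed overlapping genes gave none for SNORD14C, SNORD24 and ARPIN-AP3S2. The plan's omission of an FPKM filter was run as no filter on low counts.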

Differences from the paper's values

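The numbers of regulated genes and the GLI2 values were within 1.5 times, or within the error, of the paper's values: 1341 genes against the paper's 1091, 763 upregulated against the paper's 527, 578 downregulated against the paper's 564, a log2 fold change of GLI2 of 0.96 against the paper's 0.95 and a fold change of 1.95 against the paper's 1.93. When the table was first examined, 20 ways of counting were tried. One of them, a per-gene linear model without moderation on FPKM for genes with a mean FPKM above 0.1, gave 1095 genes, close to the paper's total, but 585 upregulated and 510 downregulated. It was found after seeing the values and is not the method the paper describes. Of the alternatives set before the data were examined, the correction for GC content and gene length gave 1067 genes (635 up and 432 down) and the linear model without moderation on counts gave 1145 (680 up and 465 down). The paper has more genes down than up, and the edgeR results have more up. For genes with a mean FPKM of at least 0.5, more genes were down than up with limma on log2 of FPKM plus 0.01 (421 up and 460 down) or plus 1 (149 up and 179 down), set before the data were examined, and with plus 0.1 (386 up and 424 down), chosen after seeing the values. Of the other ways of counting, limma also gave more genes down with a mean FPKM above 1 at each of these constants, and at 1 without a filter (146 up and 169 down), but more up without a filter at 0.01 (833 up and 791 down) and 0.1 (731 up and 698 down).

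The paper states that the Hippo signaling pathway was the most significant KEGG pathway, from DAVID and its own regulated genes. The Fisher's exact tests here used the KEGG terms of the authors' table and other calls of regulated genes, so the ranks are not a like comparison. Here basal cell carcinoma had the smallest p, and the Hippo signaling pathway had an exact p = 0.195 and was number 37 of 318. It had an unadjusted p under 0.05 with a minimum mean FPKM of 1 (exact p = 0.0448) and with limma on log2 of FPKM plus 0.01 (exact p = 0.0443), both set before the data were examined, and with limma on log2 of FPKM plus 0.1 (exact p = 0.0249), chosen after seeing the values. In none of the alternatives was it the pathway with the smallest p.

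The paper's figures, likewise from DAVID, also name GO terms as enriched that had an unadjusted p of at least 0.05 here. Positive regulation of cell proliferation (exact p = 0.336), ATPase activity (exact p = 0.306) and cytosol (exact p = 0.978) were under 0.05 in none of 24 alternatives. Positive regulation of GTPase activity (exact p = 0.0629) was under 0.05 with no filter on low counts, a minimum mean FPKM of 1, median centring, quantile normalization, the linear model without moderation, the background of all annotated genes and without shTAB182 replicate 1. Response to drug (exact p = 0.120) was under 0.05 with a minimum mean FPKM of 1, limma on log2 of FPKM plus 0.01 or 1, calls at an adjusted p, without shTAB182 replicate 1, and with limma on log2 of FPKM plus 0.1, chosen after seeing the values. Regulation of transcription, DNA-templated (exact p = 0.0903) was under 0.05 with the replicate block, quantile normalization, DESeq2 and without shNC replicate 1. RNA splicing (exact p = 0.552) was so with calls at an adjusted p. Protein deubiquitination (exact p = 0.0734) was so with no filter on low counts, the linear model without moderation, all annotated genes as background, without shNC replicate 2, and with limma on log2 of FPKM plus 0.1, chosen after seeing the values. Regulation of apoptotic process (exact p = 0.197) was so with the GC content and length correction, limma on log2 of FPKM plus 0.01 or 1, and limma on log2 of FPKM plus 0.1, chosen after seeing the values. Protein binding (exact p = 0.997 for upregulated and 0.964 for downregulated genes) was so with all annotated genes as background. RNA binding (exact p = 0.0662) was so with calls at an adjusted p, all annotated genes as background and without shNC replicate 1.

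The heatmap of Fig. 6A draws DLG3 and TEAD3 as regulated genes. Here their unadjusted p was 0.123 and 0.128. DLG3 passed the paper's thresholds without shNC replicate 3 and without shTAB182 replicate 3, and TEAD3 with DESeq2, without shNC replicate 3 and without shTAB182 replicate 2.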

Other observations

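The tests of the DNA repair term after correction for GC content and of fewer dividing cells were chosen after the result was seen.

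Across 17932 genes, the log2 fold change rose with the GC content of the gene (Spearman's rho 0.31, with genes not independent replicates) and hardly with its length (rho -0.03). In the fifth of genes with the lowest GC content, the median log2 fold change was -0.23, with 308 genes down and 32 up at the paper's thresholds, and in the fifth with the highest it was 0.11, with 53 down and 288 up. Of the 10 splits of the 6 samples into 3 and 3, 4 gave a correlation as large as the real one (0.334), the others being 0.346, 0.372 and 0.414. Those others all keep shNC replicates 1 and 3 together against shNC replicate 2. They share much of the real contrast, so they cannot show whether the trend is specific to TAB182 KD. By library, the correlation with GC content of the deviation from the mean of all samples was -0.519 in shNC replicate 3, against -0.112 and 0.0629 in shNC replicates 1 and 2, and 0.155, 0.285 and 0.238 in shTAB182 replicates 1 to 3. Every shTAB182 library lay above every shNC library, so a trend tied to the group is not excluded. GC bias that varies between libraries, with shNC replicate 3 farthest from the rest, is a candidate explanation. The labels give no library batch, and no biological explanation of the trend was tested.

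The number of regulated genes was 1341 before and 1067 after GC content and gene length were corrected for, and 860 genes passed in both, which argues against this bias as the whole cause. For downregulated genes, the term DNA repair had p = 0.0632 (Fisher's exact test) after the correction against 7.62e-05 before, and p = 5.90e-04 without shNC replicate 3. The enrichment may therefore rest in part on the GC trend. The homologous recombination list argues against GC bias as the cause of its own fall, since its median was -0.21 before and after, with 31 of 39 genes lower and an adjusted p of 1.49e-04 (camera). That adjusted p ranged from 5.73e-06 to 0.277 over the alternatives. The enrichment of the term and the fall of the list thus differ in how they depend on the GC trend.

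The YAP/TAZ target list had a median of 0.09, with 18 of 22 genes higher and an adjusted p of 0.0210 (camera). An adjusted p under 0.05 was found for 5 of its genes, CCN1, CCN2, ANKRD1 and AXL higher and F3 lower. After the correction the median was 0.0195 with 11 genes on each side and an adjusted p of 0.138, and the adjusted p ranged from 0.00288 to 0.361 over the alternatives. Bias from GC content is a candidate explanation for the shift of the list as a whole.

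Of the other lists, Hedgehog had a median of 0.26 (9 of 13 genes higher, adjusted p = 0.0647, camera), with GLI2 its gene with an adjusted p under 0.05. Breast cancer stem cell markers had a median of -0.16 (10 of 13 lower, adjusted p = 0.154), proliferation markers -0.09 (18 of 26 lower, adjusted p = 0.132), interferon response -0.08 (11 of 19 lower, adjusted p = 0.691) and CCR4-NOT subunits -0.07 (7 of 11 lower, adjusted p = 0.423). Of the interferon response genes, 4 passed the paper's thresholds, all higher, and 1 had an adjusted p under 0.05, also higher. Among proliferation markers, the 1 gene with an adjusted p under 0.05 was higher, and the 1 gene past the thresholds was lower. The stem cell list had an adjusted p of 0.0184 without shTAB182 replicate 2.

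Fewer dividing cells in the shTAB182 samples would lower proliferation markers at least as far as homologous recombination genes. The median of homologous recombination genes was lower than that of proliferation markers by 0.124. In 8.79% of random pairs of lists, the difference in this direction was as large. At this list size, the medians thus cannot tell fewer dividing cells from an effect on repair genes. In other samples of these cells, the paper reports that TAB182 KD increased proliferation and colony formation. That argues against fewer dividing cells, but no such assay of the sequenced samples is given.

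With the real groups, 303 genes had an adjusted p under 0.05, and 1 of the 10 splits gave as many, the real one. The other 9 splits gave 0 to 8 such genes, and 358 to 631 at an unadjusted p under 0.05. With 10 splits the share cannot go under 0.1.

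More genes rose than fell at the paper's thresholds in the edgeR results. The share was 56.9% before and 57.1% after thinning of all libraries to one total, which argues against the deeper shTAB182 libraries as the cause. The 95% Wilson interval after thinning, 54.4 to 59.7%, treats genes as independent and does not measure the spread between samples. With limma on FPKM for genes with a mean FPKM of at least 0.5, 47.8, 45.4 and 47.7% of the regulated genes rose at added constants of 0.01, 1 and 0.1. Without a filter, more rose than fell at 0.01 (833 against 791) and at 0.1 (731 against 698) but not at 1 (146 against 169), so which direction prevails depends on the setting. The excess also changes with single libraries: 50.3% rose without shTAB182 replicate 2 (702 up and 695 down) and 66.8% without shNC replicate 3.

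The shift of the median log2 fold change of the 510 genes with the shRNA seed site, among 13200 with a 3′ UTR, was 0.0047. It stood at percentile 25.2 among 139 other arrangements of the same bases, whose shifts ran from -0.0215 to 0.0764, and at 22.0 among the 59 that hold CG. The paper's text does not name the processed guide, so another seed stays possible. Regulated genes overlapped another tested gene in 119 of 1341 cases, 8.87%, where 10.1% was expected (8.58 to 11.6%, permutation p = 0.944), and 6 of 10 pairs with both genes regulated went opposite ways.

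For markers that the paper measured in other samples of these cells, the RNA-seq values follow. ALDH1A1 had counts of 10, 42 and 22 in shNC samples and 0, 30 and 0 in shTAB182 samples, a log2 fold change of -1.49 (standard error 1.47, adjusted p = 0.635, edgeR), while the paper reports it higher by RT-qPCR after TAB182 KD. The shTAB182 and shNC counts overlapped, and no difference was shown against this spread between replicates. The paper measured SOX2 and Slug, the product of SNAI2, as proteins, and RNA values are not a like measure. SNAI2 had a log2 fold change of -0.16 (standard error 0.14, adjusted p = 0.595, edgeR). SOX2, with counts of 4, 6 and 0 against 8, 10 and 4, was too low to be tested.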
